# Tissue-Specific Gene Repositioning by Muscle Nuclear Membrane Proteins Enhances Repression of Critical Developmental Genes during Myogenesis

**DOI:** 10.1016/j.molcel.2016.04.035

**Published:** 2016-06-16

**Authors:** Michael I. Robson, Jose I. de las Heras, Rafal Czapiewski, Phú Lê Thành, Daniel G. Booth, David A. Kelly, Shaun Webb, Alastair R.W. Kerr, Eric C. Schirmer

## Abstract

Whether gene repositioning to the nuclear periphery during differentiation adds another layer of regulation to gene expression remains controversial. Here, we resolve this by manipulating gene positions through targeting the nuclear envelope transmembrane proteins (NETs) that direct their normal repositioning during myogenesis. Combining transcriptomics with high-resolution DamID mapping of nuclear envelope-genome contacts, we show that three muscle-specific NETs, NET39, Tmem38A, and WFS1, direct specific myogenic genes to the nuclear periphery to facilitate their repression. Retargeting a NET39 fragment to nucleoli correspondingly repositioned a target gene, indicating a direct tethering mechanism. Being able to manipulate gene position independently of other changes in differentiation revealed that repositioning contributes ⅓ to ⅔ of a gene’s normal repression in myogenesis. Together, these NETs affect 37% of all genes changing expression during myogenesis, and their combined knockdown almost completely blocks myotube formation. This unequivocally demonstrates that NET-directed gene repositioning is critical for developmental gene regulation.

## Highlights

• Tissue-specific NETs direct repositioning of critical muscle genes during myogenesis
• Expression changes for NET-repositioned genes depend on cell differentiation state
• Isolating position from differentiation reveals its contribution to gene expression
• Three NETs together affect 37% of all genes normally changing in myogenesis

## Introduction

Repositioning certain developmentally important genes between the nuclear periphery and interior during differentiation correlates with changes in their expression state. For example, concomitant with their activation, the *MyoD, IgH*, and *Mash1* genes reposition from the periphery to the nuclear interior respectively during myogenic, B cell, and neuronal differentiation. Conversely, the *c-maf* locus repositions to the periphery as it is repressed during T cell differentiation (Wong et al., 2014, Zuleger et al., 2011). New genome-wide approaches have identified many developmentally important genes that change in their peripheral association during differentiation with correspondingly altered expression (Peric-Hupkes et al., 2010). These findings raise the questions: how are gene positioning patterns established and regulated during development, and, to what extent does altered nuclear position contribute to changes in a genes expression?

Although little is known about the regulation of specific developmental gene repositioning to the periphery, nuclear envelope (NE) proteins clearly direct establishment of genome-wide patterns of peripheral heterochromatin organization. Peripheral heterochromatin is disrupted in mice lacking the NE transmembrane protein (NET) LBR and lamin A (Solovei et al., 2013). Lamins also contribute to more specific gene repositioning in *C. elegans* muscle, but the mechanism remains elusive (Mattout et al., 2011). Similarly, in mouse fibroblasts, lamin B1 and the NET LAP2β function with transcriptional regulators to peripherally target the *IgH* and *Cyp3a* loci, but it is unclear how the *IgH* locus is specifically released in pro-B cells (Zullo et al., 2012). However, the near ubiquitous expression of lamins, LAP2β and LBR and the general nature of these interactions argue for other mechanisms to explain tissue-specific aspects of gene positioning.

Determining peripheral positioning’s contribution to regulation of gene expression is stymied by the fact that gene repositioning in development is accompanied by changes in transcriptional regulators, epigenetic marks, and other genome changes associated with differentiation. Circumventing this by directing reporter genes to the NE in the absence of differentiation used artificial locus-NE protein interactions (Finlan et al., 2008, Kumaran and Spector, 2008, Reddy et al., 2008); however, these studies yielded inconsistent results concerning the effect of repositioning on the expression of tethered reporters. Random genome-wide insertions of reporter genes yielded significant repression when integrated into peripherally localized genome regions (Akhtar et al., 2013). More recently, TALEN-driven chromatin unfolding sufficed to release endogenous developmental genes from the periphery, suggesting position may in some cases reflect a gene’s state of folding (Therizols et al., 2014). However, it is unclear if chromatin unfolding can drive repositioning for a range of developmental genes or if other more specific directed mechanisms normally function in development. Addressing these questions requires identification of the endogenous proteins responsible for peripheral gene localization and their manipulation in both differentiated and undifferentiated cells.

We recently identified several tissue-specific NETs that direct several chromosomes to the nuclear periphery in fibroblasts (Zuleger et al., 2013). We hypothesized that chromosome repositioning reflects a summation of individual specific gene repositioning events directed by tissue-specific NETs during differentiation and that repositioning contributes to gene regulation. Combining transcriptome analysis in myogenesis with NET knockdowns (KDs) and global gene positioning changes determined by DamID (Vogel et al., 2007), we for the first time show the NET dependence of specific gene repositioning and its consequences for gene repression in myogenesis. Critically, the ability to specifically target the NET independently of other changes in myogenesis demonstrates that gene repositioning adds another layer to gene regulation during development.

## Results

### NET39 Directs Chromosome 8 Repositioning In Myogenesis

NET39 is induced early in myogenesis (Liu et al., 2009) and could reposition a subset of chromosomes to the nuclear periphery in fibroblasts (Zuleger et al., 2013). This suggested that NET39—and potentially other muscle NETs—might direct gene and chromosome positioning changes during myogenesis. Accordingly, we investigated its contribution to chromosome positioning using the C2C12 system, in which proliferating mouse myoblasts (MBs) can be induced to differentiate into myotubes (MTs) (Yaffe and Saxel, 1977) (Figure 1A). Using whole chromosome fluorescence in situ hybridization (FISH), we first tested whether exogenous NET39 expression could increase peripheral localization of four chromosomes (8, 10, 11, and 16), finding chromosome 8 strongly affected (Figure S1A). Stable NET39 KD C2C12 lines were generated and transient NET39 overexpression was used to next test NET39 function during myogenesis. The target small hairpin (sh)RNA reduced NET39 protein levels by >90% in the MTs and to levels undetectable by western blot in the MBs (Figure 1B).

Chromosome 8 normally repositions from the interior in MBs to the nuclear periphery of MTs during myogenesis (Figure 1C, non-target shRNA). Repositioning was quantified using an algorithm that takes a midplane image and erodes the total nuclear area from the periphery by 20% in five consecutive steps to generate five concentric rings of equal area (Chubb et al., 2002) (Figure 1D). Although the large chromosome volume was distributed over several rings, this analysis confirmed a significant increase in the percentage of chromosome signal at the periphery with a mean of 56% in the most peripheral two rings (Figure 1E). NET39 KD not only abolished differentiation-associated repositioning, but also strongly reduced peripheral chromosome 8 in MBs indicating even basal NET39 levels undetectable by western blot (but detected by quantitative [q]RT-PCR, data not shown) can influence a chromosomes position (Figure 1E).

The repositioning activity lost by NET39 KD could be rescued by exogenously expressing human GFP-NET39, but not GFP-NLS in the NET39 KD MBs in the absence of differentiation (Figure 1E). All changes induced by altering NET39 levels were highly statistically significant using the Kolmogorov-Smirnov (KS) test (Figure S1B). Compellingly, similar chromosome 8 repositioning was observed in primary muscle cells with strong peripheral association in primary myofibers freshly isolated from mouse extensor digitorum longus (EDL) muscle paralleling C2C12 MTs, but not in primary satellite cells paralleling C2C12 MBs (Figures 1C and 1E, most right). These data clearly indicate that chromosome 8 repositions from the nuclear interior to the nuclear periphery during myogenesis and that this repositioning is largely driven by NET39.

### Global Determination of Gene Positioning Changes in Myogenesis

We next mapped global changes in genomic loci at the nuclear periphery during C2C12 myogenesis using DamID. 

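DamID reads lamina contact as DNA methylation: a bacterial adenine methylase (Dam) fused to lamin B1 marks GATC sites near the nuclear lamina, and the marked fragments are cut out with the enzyme DpnI, amplified and sequenced. Dam alone, which is soluble, gives the accessibility of each fragment. C2C12 is a mouse myoblast line that fuses into myotubes when serum is withdrawn. The data were 4 libraries, 1 with lamin B1-Dam and 1 with Dam alone in myoblasts (MBs), and the same pair in myotubes (MTs). MTs were transduced 72 hr after induction and both states were harvested 72 hr after transduction, so that MTs were taken 144 hr after induction, on day 6. The sample labels of the MT lamin B1-Dam library conflict, since the title calls it a Dam control and the characteristics name the lamin B1 fusion. It was taken as the lamin B1-Dam library because the paper lists such a library for MTs. The labels give myoblast as the source of all 4 libraries. The values came from 4 interval lists that the authors deposited, 1 of SICER islands per state and 1 each of the IP and PI regions. SICER is a peak finder that joins neighboring windows enriched over the control into islands, and the authors ran it with windows of 500 bp and no gap. The lists do not name their state. They were assigned through Table S1, of which 1151 genes were held here against the 20026 rows of the paper's table. All 458 genes that met an island of the MB list are marked there as overlapping a LAD in MBs, and 374 of them as overlapping a LAD in MTs. All 415 genes that met an island of the MT list are marked for MTs, and 366 of them for MBs. Another 70 and 62 genes carry the MB and MT mark but met no island. Of the 217 genes that met an IP region, 216 carry the IP mark, and of the 100 that met a PI region, 99 carry the PI mark. The lamin B1-Dam reads on islands summed to 42426828 in MBs and 15316265 in MTs; these sums depend on how much was called and are not the depth of the libraries. The paper states the depth as fold genome coverage of each state, and this depth was not recomputed here. From the lists, lengths, overlaps and positions on mm9 were computed here. With 1 library of each kind per state no spread between replicates exists, so no difference between MBs and MTs was tested. Overlaps were set against 1000 random circular shifts of one list along each chromosome, which describes these lists only.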

A bacterial Dam methylase fused to lamin B1 preferentially methylated peripheral gene sequences which were isolated and identified by next generation sequencing (Vogel et al., 2007). To control for local variation in chromatin accessibility, soluble Dam methylase was expressed in parallel experiments. As MT fusion never reaches 100% in a population and both MTs and MBs were efficiently transduced, for MT preparations, MTs were isolated from remaining undifferentiated MBs by a short trypsin digestion step (Figures S2A and S2B). Genomic DNA was isolated from 3-day transduced cultures (taken at day 6 of MT differentiation), processed to enrich for Dam methylated DNA, and sequenced to yield 5.1- and 5.7-fold genome coverage in MBs and MTs, respectively.

Log2(Lamin B1 Dam/soluble Dam) ratios were then generated and used to identify lamina associated domains (LADs) in MBs and MTs as described previously (Wu and Yao, 2013). 

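The MB list held 187177 islands with a median size of 1.50 kb, a mean of 1.99 kb and a longest island of 63.0 kb. The MT list held 191343 islands, also with a median of 1.50 kb, a mean of 1.55 kb and a longest island of 32.5 kb. Islands covered 372 Mb in MBs, which is 14.0% of the length of the mm9 chromosomes, and 296 Mb in MTs, which is 11.2%. MB islands carried a median of 144 lamin B1-Dam reads and MT islands a median of 58, and the fewest reads on any island were 49 in MBs and 24 in MTs. Relative to the covered length this was 114 reads per kb in MBs and 51.7 reads per kb in MTs. Islands shorter than 2 kb made up 58.4% of the MB list and 71.0% of the MT list, and leaving them out lowered the coverage to 9.48% in MBs and 5.63% in MTs. Of the 22367 protein-coding genes of the GENCODE vM1 annotation on these chromosomes, 6659 met an MB island and 5758 met an MT island. The supplement counts a gene as lying in a LAD when it overlaps at least 1 such peak.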

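Counted base by base, 45.2% of the MB island length was also covered by MT islands. Taken over the MT island length the shared part was 56.8%, and taken over the length covered in either state it was 33.6%. When the MT islands were shifted along each chromosome, the shared part of the MB length averaged 12.0% with 95% of shifts between 11.4% and 12.7%, and 0 of 1000 shifts reached the observed value. Among the alternatives set before the data were examined, the shared part of the MB length moved most in 10 kb bins covered by at least 50% in each list, where it was 29.3%. Counting an island as shared when at least 50% of its length lay in the other list gave 51.3%. The islands as deposited differ from the LADs of Figure 2A, read by eye as about 23000 in MBs with a mean of about 33 kb. These shared parts and the paper's shared LAD coverage are therefore unlike measures. Joining across gaps of 10 kb, chosen after seeing the values, gave 66.3% of the MB length per base. Counting an interval in full when any base was shared then gave 93.9%.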

Similar to an earlier DamID study differentiating embryonic stem cells into neuronal precursors (Peric-Hupkes et al., 2010), the majority of LADs identified in MBs were retained in MTs: 94% of the LAD coverage was shared between MTs and MBs with the remaining 6% roughly equally distributed between lost and newly formed LADs (Figure 2A). Although many LADs were shared between MBs and MTs, the signal intensity from log2(Lamin B1/Dam) ratios frequently differed considerably with discrete regions displaying a quantifiably increased or decreased ratio in MBs or MTs. This indicated a binary LAD or non-LAD definition is insufficient to identify regions with altered peripheral association between MBs and MTs. 

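Within the 713 IP regions, islands covered 11.3% of the length in MBs and 15.6% in MTs, a rise of 4.27 percentage points. Within the 1034 PI regions they covered 25.9% in MBs and 11.9% in MTs, a change of -14.0 percentage points. When the IP regions were shifted along the chromosomes, the change averaged -2.97 points, and 0 of 1000 shifts rose as much. Shifted PI regions averaged -3.13 points, and 0 of 1000 shifts fell as much. Single regions varied: coverage was higher in MTs in 483 IP regions, lower in 215 and equal in 15. Among PI regions it was lower in MTs in 870, higher in 156 and equal in 8. The median change per region was 2.69 points in IP regions and -8.16 points in PI regions. The change in IP regions was smallest with islands of at least 2 kb, at 1.05 points. Islands and regions come from the same 4 libraries and are not independent measurements. The paper reasons from the differing signal intensities within shared LADs that calling a locus LAD or non-LAD misses changes in the strength of lamina association, and for this reason turns to a test on the log2 ratios themselves.

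**Figure D1:**
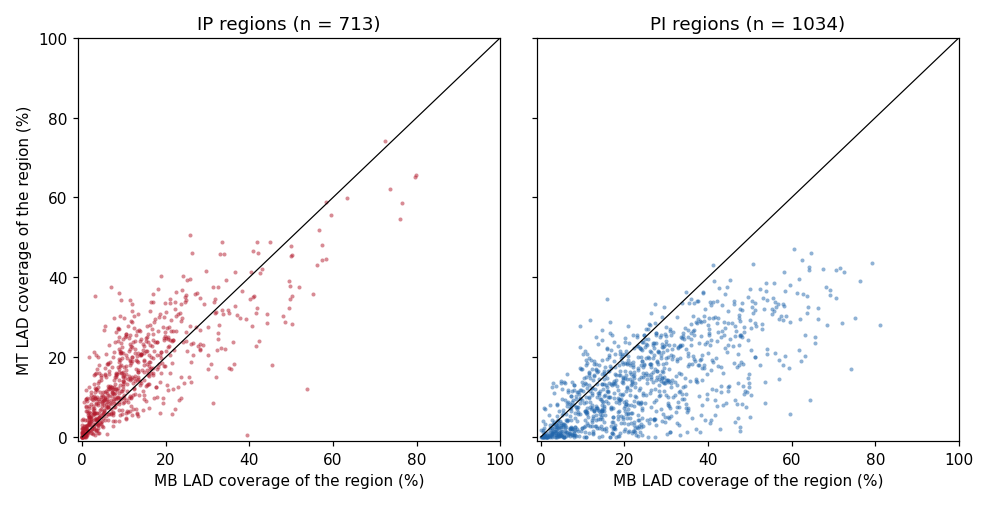
Island coverage of each region in MBs (x axis, percent of region length) and in MTs (y axis, percent), with 1 point per region for the 713 IP regions (left) and the 1034 PI regions (right); the line marks equal coverage. In the IP panel 483 points lie above the line and 215 below, and in the PI panel 156 lie above and 870 below.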

Since the log2(Lamin B1/Dam) signal represents the probability of peripheral localization (Peric-Hupkes et al., 2010), we instead developed a statistical method, described in detail in the Supplemental Information, to identify regions that exhibit significant changes in lamina association in MBs and MTs. 

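The deposited IP list ranged in region size from 53.3 kb to 3.68 Mb, with a mean of 415.7 kb, an SD across regions of 410 kb and a median of 285 kb. IP regions summed to 296.4 Mb, or 11.17% of the chromosome length, and 2459 protein-coding GENCODE genes met one by at least 1 base. The longest IP region lay on chromosome 1 from 145462531 to 149140789, where island coverage was 9.30% in MBs and 21.002% in MTs. The next longest lay on chromosome 10 from 14050442 to 16953659 and on chromosome 8 from 32241660 to 35066439. For the distance to LAD-rich parts of the MB genome, runs of 100 kb bins with at least 50% MB island coverage were taken as LAD-rich domains, which gave 716 domains. The midpoint of an IP region lay a median of 1879 kb from the nearest domain edge. Shifted IP regions averaged 2206 kb, and 61 of 1000 shifts gave a median as small. This value depended on the definition of a domain: at 30% coverage the median was 319 kb and 2 of 1000 shifts were as small, whereas at 70% coverage it was 17232 kb and 998 of 1000 shifts were as small. With islands joined across gaps of 10 kb, chosen after seeing the values, it was 162 kb. Shifts then averaged 229 kb, and 0 of 1000 were as small. The shifts did not hold the MB island coverage fixed, which was 11.3% in IP regions and 14.0% over the genome.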

In all, a tendency to relocate from the interior in MBs to the periphery in MTs (denoted “IP”) was observed for 713 regions that were often proximal to the edges of MB genome regions enriched in LADs, with an average size of 416 kb containing 2,197 genes. 

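Sizes in the PI list ran from 58.05 kb to 3.98 Mb, with a mean of 539.7 kb, an SD across regions of 492 kb and a median of 386 kb. Together PI regions spanned 558 Mb, or 21.02% of the chromosome length, and met 3640 protein-coding GENCODE genes. On chromosome 5 the longest one extended from 125992250 to 129973233, and its island coverage was 20.9% in MBs and 3.28% in MTs. The others among the 3 longest were on chromosome 1 from 187196485 to 190706142, with 49.7% in MBs and 13.5% in MTs, and on chromosome 2 from 176462185 to 179691481, with 46.9% in MBs and 8.21% in MTs. The midpoint of a PI region lay a median of 1617 kb from the nearest edge of an MB LAD-rich domain. Shifted regions averaged 2768 kb, and 0 of 1000 shifts gave a median as small. The shifts did not hold the MB island coverage fixed, which was 25.9% in PI regions and 14.0% over the genome. Nearness to domains made from the same islands therefore cannot be told apart from this higher coverage.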

The opposite tendency (shifting from the periphery to the interior; “PI”) was observed for 1,034 regions with an average size of 539 kb containing 2,939 genes (Figures 2A and S3A). IP and PI regions can be observed in a chromosomal context in Figure S3A ideograms and all DamID identified genes are listed in Table S1.

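Over the genome, 34.7% of the combined length of IP and PI regions was IP. On 20 chromosomes, with Y left out, this share ran from 8.53% to 56.7%. It was highest on chromosome 13, with 43 IP and 44 PI regions, and was practically as high on chromosome 1, with 72 IP and 45 PI regions, also at 56.7%. Chromosome 7 had the lowest share, with 15 IP regions summing to 5.36 Mb and 85 PI regions summing to 57.5 Mb, followed by chromosome 17 at 13.9%. Of the chromosomes whose position was examined by FISH, the share was 30.5% on chromosome 8, 52.3% on chromosome 10, 27.2% on chromosome 11 and 28.9% on chromosome 16.

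**Figure D2:**
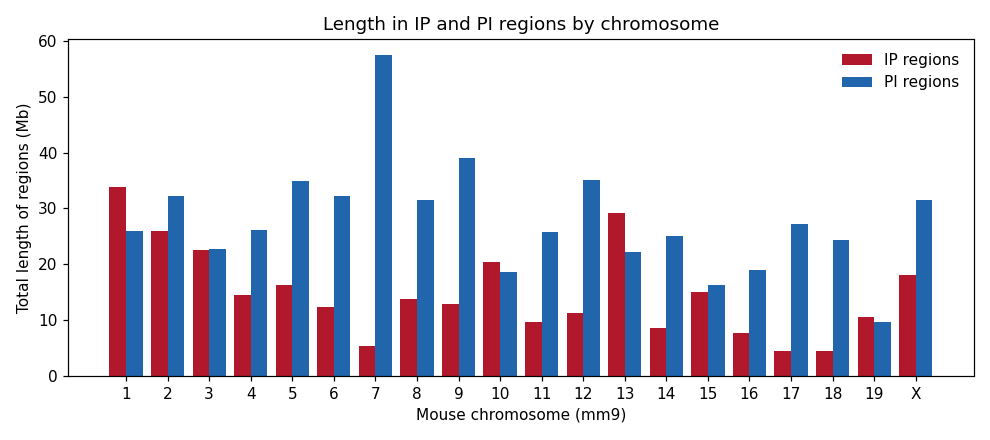
Summed length of IP regions (red) and PI regions (blue) in Mb on each mouse chromosome except Y. PI length exceeds IP length on most chromosomes, most of all on chromosome 7 with 57.5 Mb against 5.36 Mb, and IP length is the larger on chromosomes 1, 10, 13 and 19.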

Consistent with an earlier neuronal differentiation study (Peric-Hupkes et al., 2010), genes located within IP regions strongly tended to become repressed during differentiation instead of activated, though many were unchanged. Out of 2,197 genes in IP regions, 933 became at least 1.4-fold repressed, 991 were unchanged, and only 266 increased at least 1.4-fold in expression based on ENCODE C2C12 RNA-sequencing (seq) data (Yue et al., 2014). As our DamID time point was 2 days later in differentiation than available RNA-seq data, we performed expression analysis using microarrays to parallel the DamID. Consistent with similar published RNA-seq data (Figures S3B and S3C), microarray data revealed that genes in IP regions tend to be repressed, while genes in PI regions tend to be activated during differentiation. 

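*Ttn* (ENSMUSG00000051747) lies on the minus strand of mm9 chromosome 2 from 76542037 to 76820604. The whole gene is inside a PI region that extends from 76328542 to 77017359 and holds 7 protein-coding genes. In MBs 41 islands met the gene and covered 27.8% of its length. In MTs 1 island met it and covered 0.18%. Over the whole region the coverage was 16.98% in MBs, from 68 islands, and 1.09% in MTs, from 8 islands.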

Titin, an important gene for muscle differentiation, was in this latter category (Figure 2B). Release of the Titin locus from the periphery during myogenesis was also evident from FISH, confirming both the DamID data and the statistical approach used to identify repositioning loci.

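*Ryr3*, *Actc1* and *Myo18b* each lie entirely within a PI region. *Ryr3* is on chromosome 2 from 112471512 to 113057253 on the minus strand, in a region of 800 kb. Of its length, 24.9% was covered by 82 islands in MBs and 2.65% by 16 islands in MTs. *Actc1*, also on the minus strand of chromosome 2, from 113873018 to 113879284, is in a region of 286 kb. The gene was covered by 2 islands over 79.5% of its length in MBs and by 0 islands in MTs. *Myo18b* is on the minus strand of chromosome 5 from 113117896 to 113325382. It met 25 islands in MBs, which covered 15.8%, and 0 in MTs. Its region of 711 kb, from 112825091 to 113536372, held 78 islands in MBs and 0 in MTs.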

Many PI regions contained important myogenic genes that need to be activated for muscle differentiation: *Ryr3* encodes a ryanodine receptor important for Ca^2+^ regulation, *Actc1* for muscle actin, and *Myo18b* for a muscle myosin (Figure S2C). Correspondingly, IP regions contained genes inhibitory to myogenesis that need to be repressed in MTs. For example, IP gene *Hgf* encodes hepatic growth factor that, although required for the activity of satellite cells, is inhibitory to myogenesis when present during differentiation (Figure 2C) (Dietrich et al., 1999, Yamada et al., 2010). Similarly, *Dbf4* and *Cdk14* products promote cell-cycle progression (Davidson et al., 2009, Kumagai et al., 1999) that, while required in cycling satellite cells, is detrimental in terminally differentiated MTs (Figure S2C). 

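In mm9 *Hgf* (ENSMUSG00000028864) is on the plus strand of chromosome 5 from 16059368 to 16125257, inside an IP region from 15746412 to 16509518 that holds 3 protein-coding genes. No MB island met the gene, whereas 3 MT islands covered 7.59% of its length. Across the region the island coverage was 4.00% in MBs and 14.0% in MTs.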

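*Dbf4* is on the minus strand of chromosome 5 from 8396973 to 8422716 and *Cdk14* on the same strand from 4803391 to 5420312, in separate IP regions of 1383 kb and 1804 kb. *Dbf4* met 0 islands in MBs and 5 in MTs, which covered 39.0% of the gene. *Cdk14* met 6 islands in MBs, covering 1.05%, and 8 in MTs, covering 1.70%. Over the region of *Dbf4* the coverage was 25.7% in MBs and 27.7% in MTs, and over that of *Cdk14* it was 3.05% in MBs and 4.49% in MTs.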

To globally associate repositioning with gene function, analysis of Gene Ontology (GO) term enrichment of repressed IP and activated PI genes was performed. The top 25 GO-terms for each are shown compared to a heatmap for their expression changes in the matched myogenic microarray samples and available chromatin immunoprecipitation (ChIP)-seq data for myogenesis (Asp et al., 2011) (Figure 2D). The expression changes for these PI region genes correlated with the loss of the repressive H3K27me3 mark and accumulation of active histone marks such as H3K4me2, H3K4me3, H3K9Ac, and H3K36me3 (Figure S2D). They also strongly associated with muscle functions and differentiation. In contrast, these IP genes correlated with loss of active histone marks and gain of H3K27me3, reflecting silencing of genes functioning in the cell cycle, cell migration, morphogenesis, and altered metabolism. There were no clear associations with GO-categories relating to myogenesis for IP and PI genes that were oppositely regulated in expression (Figures S3D–S3G). Hence, repositioning to and from the nuclear periphery during myogenesis is generally associated with repression of genes inhibitory to myogenesis and the activation of genes required for MTs, respectively. Processed DamID and microarray data used in Figures 2, 3, and 4 can be found in Table S1.

### Together, Multiple Muscle NETs Reposition Large Chromosomal Regions

Two liver-specific NETs functioned together to position chromosome 5 in human liver cells (Zuleger et al., 2013). Therefore, it seemed likely that additional muscle NETs might contribute to the global gene positioning changes between MBs and MTs revealed by DamID. Thus, NETs found in muscle NEs (Wilkie et al., 2011) were screened using the same strategy as described in Zuleger et al. (2013) (overexpression-induced repositioning of chromosome 5 in human fibroblasts). Tmem38a, WFS1, and Tmem214 were identified as additional candidates (Figure S4A). To test if these NETs can cooperate with NET39, WFS1 was fused to GFP and Tmem38a and Tmem214 were fused to RFP. The NETs were then expressed either alone or in combination. Only cells with both RFP and GFP were analyzed to ensure that at least two NETs were expressed in the combination sample. As expected, each muscle NET by itself significantly increased peripheral localization of chromosome 5 from ∼30% basal levels to ∼50% (Figure 3A). Strikingly, when all four muscle NETs were co-transfected, peripheral localization increased to over 70% and was significantly higher compared to any NET alone, indicating the repositioning activity of NETs is additive (Figure 3A).

These four proteins were next confirmed as muscle-specific NETs. By western blot, NET39 and Tmem38a proteins were absent from dividing MBs (−24 hr), but were weakly detectable in the confluent cultures required for induction of differentiation (0 hr). They were then strongly expressed by 48 hr after induction (Figure 3B), well before standard myogenic markers such as the myosin heavy chain (Myh1) are expressed. WFS1 and Tmem214 were already present in MBs, and WFS1 increased during differentiation while Tmem214 did not (Figure 3B). Hence, different subsets of muscle NETs capable of repositioning chromosomes are present as myogenesis progresses and so could contribute differently to genome organization. Tissue transcriptome/proteome (Uhlén et al., 2015) analysis of NET expression revealed NET39 and Tmem38a almost exclusively in heart and muscle, while WFS1 and Tmem214 were more widely expressed (Figure S4B). WFS1 and Tmem214 were previously reported to be in the ER (Kohara et al., 2014, Li et al., 2013, Takeda et al., 2001); so their endogenous distribution was investigated with antibodies in human gastrocnemius (calf muscle), primary mouse in vitro differentiated MTs, mouse liver, and brain sections. This revealed clear NE staining exclusively in muscle, but not other cell types (Figure 3C). Thus, even though these two proteins are widely expressed, they are NETs, at least among the tissues tested, only in muscle. NET39 (not tested here) was reported to specifically target to the NE in muscle (Liu et al., 2009). Hence, all four proteins are muscle-specific NETs and would only contribute their gene/chromosome-repositioning activity from the NE in muscle.

### Global Analysis of NET-Directed Gene Positioning and Expression

To identify genomic loci specifically recruited by the muscle-specific NETs, the generation of DamID maps from NET-Dam methylase fusions was attempted. However, these were unsuccessful, possibly because the methodology requires frequent methylated GATC sites within 2 kb of one another, which might be too short for the more specific interactions expected to be involved in tissue-specific gene repositioning. However, as genes relocating to or from the periphery tended to change expression, we reasoned that depletion of gene repositioning NETs would diminish gene expression changes in the MTs, thus revealing their genomic repositioning targets. Therefore, stable shRNA KD C2C12 lines for each NET were generated, differentiated into MTs, and subjected to gene expression analysis (Figure 3D).

Largely distinct sets of genes changed expression in KD lines for NET39, Tmem38a, and WFS1 (Figure 3E). Tmem214 KD (data not shown) exhibited considerable overlap with the other NETs, suggesting it affected gene repositioning through an indirect mechanism and therefore it was not considered further. Each NET affected expression of 15%–20% of all genes that changed expression in wild-type myogenesis (Figure 4A). When considered together, NET39, WSF1, and Tmem38a affected 37% of all genes that normally change in myogenesis. Conversely, ∼70% of genes altered by any individual NET changed expression during wild-type myogenesis (Figure 4B). Hence, NET depletion disproportionally affects the expression of distinct subsets of myogenic genes. Moreover, the changes induced by NET depletion were distinct from those previously reported in a MT-only KD of the transmembrane nucleoporin gp210 that had a profound effect on myogenesis (Figure S5) (D’Angelo et al., 2012). Postulating that gene expression defects resulted from a loss of NET-dependent repositioning in KD MTs, myogenic changes in gene expression and log2(Lamin B1/Dam) signal intensities were contrasted for genes within IP and PI regions (Figure 4C). This revealed a striking correlation in the directionality of changes in gene position and expression. Considering all genes changing significantly in both data sets, ∼70% had changes in the expected direction, i.e., IP correlating with repression and PI with activation (χ^*2*^ p = 1.6 × 10^−22^). Notably, the expression changes tended to be comparatively weak for the ∼30% of genes with repositioning in the unexpected opposite direction (KS test p = 2 × 10^−4^).

The genes that were altered in expression by NET KD were next overlaid onto these plots (Figures 4D–4F). 88% of gene expression effects induced by NET39 depletion were in a direction that countered normal myogenic changes. Genes normally repressed in MTs were upregulated with NET39 KD (yellow), while those normally induced were downregulated with NET39 KD (blue) (Figure 4D). Similar behavior was observed in ∼60% of myogenic IP and PI genes affected by WFS1 and Tmem38a KDs (Figures 4E and 4F).

### Muscle NETs Direct Myogenic Gene Repositioning and Repression

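In the DamID lists, the loci *Ptn*, *Msc*, *Ddr2*, *Vcam1*, *Bdnf* and *Efna5*, which are among those followed by FISH or expression under NET depletion, each lie entirely inside an IP region. *Ptn* is on chromosome 6 from 36665663 to 36761361, and 8.36% of it was covered by islands in MBs and 19.9% in MTs. *Bdnf*, on chromosome 2 from 109514857 to 109567204, met 0 islands in MBs and 7 in MTs, which covered 32.5%. *Efna5*, on chromosome 17 from 62953533 to 63230666, met 2 islands in MBs and 21 in MTs, and the coverage was 0.90% and 11.2%. *Vcam1*, on chromosome 3 from 115812938 to 115832606, met 0 islands in MBs and 1 in MTs, which covered 2.54%. For *Ddr2*, on chromosome 1 from 171902439 to 172040632, the coverage of the gene was 2.17% in MBs and 2.53% in MTs, whereas that of its region of 1874 kb was 6.32% in MBs and 16.5% in MTs. *Msc*, on chromosome 1 from 14743427 to 14746047, met 0 islands in both states, and the coverage of its region was 14.2% in MBs and 20.7% in MTs. The coverage of the whole region was higher in MTs for each of these 6 genes, by 2.14 percentage points for *Ptn* and by up to 10.2 points for *Bdnf*.

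**Figure D3:**
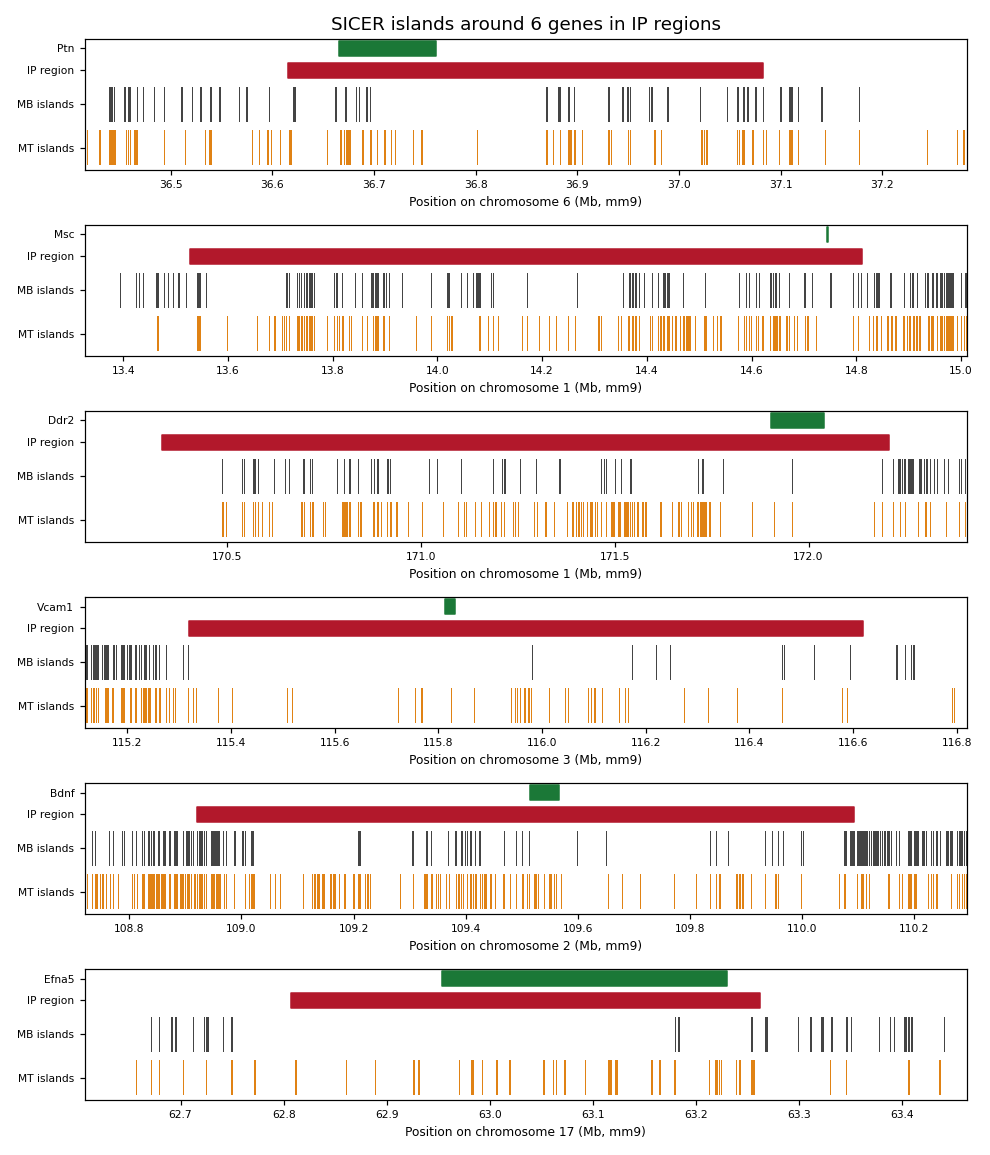
SICER islands in MBs (gray) and MTs (orange) along each locus, with the IP region (red) and the gene (green); the x axis is the position in Mb on mm9 and each panel extends 200 kb past the region. Islands are drawn to scale, and *Efna5* meets 2 islands in MBs and 21 in MTs.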

Eight candidate genes from the intersect of the NET KD microarray and lamin B1 DamID data sets were chosen for further direct testing of NET-dependent peripheral gene repositioning by FISH. 

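*Nid1* (ENSMUSG00000005397) is on the plus strand of mm9 chromosome 13 from 13529869 to 13604542. The IP region around it extends from 12555865 to 14359926, and the gene is 755 kb from the nearer end of this region. *Nid1* met 0 islands in MBs and 5 in MTs, which covered 14.7% of its length. In the region, 81 islands covered 8.79% in MBs and 210 islands covered 25.0% in MTs.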

The *Nid1* gene is normally repressed early during myogenic differentiation, and the DamID data associated it with an IP region (Figure 5A). According to the microarray data, this repression of *Nid1* in MTs was strongly reduced in NET39 KD MTs (Figure 5C). FISH confirmed that *Nid1* is internal in MBs, peripheral in MTs, and fails to reposition to the periphery in NET39 KD MTs (Figure 5B). According to the microarray data, in the NET39 KD only ∼60% of the normal *Nid1* repression was achieved. This difference was significant (false discovery rate < 0.001), whereas *Nid1* repression was unaffected in WFS1 and Tmem38a KDs (Figure 5C). Critically, when NET39 was exogenously expressed in MBs, *Nid1* moved to the periphery (Figure 5B), clearly showing that NET39 is sufficient to direct *Nid1* repositioning even in the absence of myogenesis. However, this ectopically induced repositioning in MBs in the absence of differentiation was not associated with gene expression changes (Figure S6B), indicating that gene repositioning requires other aspects of the cellular milieu such as transcriptional repressors induced during differentiation for its effects on gene regulation.

The *Cxcl1* locus paralleled *Nid1*, except that it was specifically regulated by WFS1 (Figures 5D–5F). 

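*Cxcl1* (ENSMUSG00000029380) is a gene of 1.875 kb on the plus strand of chromosome 5, from 91320267 to 91322141, in an IP region from 90933727 to 91976660 that holds 17 protein-coding genes. No island met the gene itself in either state. The islands of the region numbered 27 in MBs and 109 in MTs, and its coverage was 3.02% in MBs and 15.7% in MTs.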

FISH for *Cxcl1* similarly confirmed the DamID results and determined that the gene repositioning depends specifically upon WFS1. Interestingly, WFS1 KD not only abolished MT-associated downregulation of *Cxcl1*, but also led to strong upregulation compared to MBs. Similar effects were observed for the *Ptn*, *Msc*, and *DDR2* loci that were dependent upon NET39 or Tmem38a for myogenesis-associated repositioning and repression (Figure 5G).

For *Vcam1*, *Bdnf*, and *Efna5*, more than one NET affected their expression (Figure 5H). Repression of *Vcam1* reached only ∼60% of normal levels with WFS1 KD and ∼30% with NET39 KD. The degree of diminished repression strongly correlated with the extent of loss of peripheral association in MTs, with WFS1 KD only partially impairing and NET39 KD effectively abolishing *Vcam1* repositioning. Both NET39 and WFS1 overexpression in MBs increased *Vcam1* peripheral positioning. A similar correlation for effect strength was observed for *Bdnf* and *Efna5*, except that NET39 had a stronger effect on expression than positioning of *Bdnf* and KDs were much stronger than overexpression in repositioning of *Efna5*. Statistics for the significance of these changes can be found in Figure S6A. Interestingly, *Cxcl1* and *Vcam1* do not target to the nuclear periphery in liver where, although expressed, WFS1 is exclusively ER localized (data not shown). Thus, every gene tested depended on the NET for myogenic repositioning and this correlated with changes in gene expression during myogenesis. Moreover, seven of eight genes tested could be redirected to the periphery in MBs just by overexpressing the NET in the absence of differentiation. In all cases, as for *Nid1*, inappropriate locus repositioning in MBs induced by NET overexpression did not alter gene expression (Figures S6B and S6C).

### NET39 Redirection of Locus Positioning

As the *Ptn* locus was specifically repositioned to the periphery during myogenesis by NET39, we next investigated the functional requirements for peripheral targeting. First, we tested if its N-terminal nucleoplasmic domain was sufficient to reposition the locus when expressed as a GFP-fused soluble fragment without the membrane anchor. Although this fragment alone was insufficient for repositioning, fusing it to a surrogate transmembrane domain from chicken hepatic lectin (CHL) could reposition the locus (Figure 6A). Interestingly, the GFP-fused NET39 soluble fragment could dominant-negatively compete the relocalization function of full-length NET39 tagged with the V5 epitope (Figure 6A). Similar results were also obtained with chromosome 8 repositioning as the readout (Figures S7A and S7B). This demonstrates that NET39-mediated repositioning is not due to its reported interaction with mTOR that was mapped within the soluble fragment (Liu et al., 2009). That only the NE-tethered NET39/NET39 fragment could reposition the locus strongly argues that NET39 functions as a direct tether for *Ptn* and other genomic loci.

To further test NET39 as a direct tether, the soluble fragment was redirected to a new nuclear location and cells analyzed for *Ptn* position. When the NET39 soluble nucleoplasmic fragment was fused to nucleolin, this fusion protein accumulated at the nucleolus and so did the *Ptn* locus (Figure 6B). In contrast, overexpression of nucleolin fused to GFP had no effect on *Ptn* localization. The number and area occupied by GFP-labeled nucleolar foci was unchanged between GFP-Nucleolin and NLS-39sol-GFP-Nucleolin, indicating increased *Ptn* association was not generally due to creation of larger or more numerous nucleoli (Figures S7C and S7D). Taken together, these data strongly indicate that NET39 functions as a tether that directly binds and recruits genomic loci to the nuclear periphery, where in context of differentiation they are subject to repression.

### Gene Repositioning Muscle NETs Are Critical for Myogenesis

Corroborating the key role of these gene-repositioning NETs in controlling myogenic gene expression, defects in MT formation were observed when NET39, Tmem38a, and WFS1 were knocked down individually and in combination prior to differentiation. MTs formed for all individual KDs, though they tended to be aberrantly thick and less ordered in the Tmem38a KD. For both NET39 and TMEM38a KD, a reduced myogenic index was observed as determined by the fraction of all nuclei within Myh1 stained MTs (Figure 7A). In contrast, MT formation was almost completely abolished in the triple KD, with the few remaining MTs being extremely thick, aberrantly shaped, and disordered. Phase contrast live cell imaging also revealed the presence of large vacuoles in Tmem38a- and WFS1-depleted MTs (Figure S7). Moreover, the kinetics of MT formation were reduced upon NET39 and TMEM38a KD and severely diminished in the triple KD (Movie S1). Hence, the loss of these three NETs, both individually and collectively, has profound consequences for myogenesis and the physical characteristics of any MTs formed.

## Discussion

The combination of DamID, transcriptomics, and FISH used here has clearly shown the existence of a mechanism for repositioning specific developmental genes by tissue-specific NETs. This mechanism is distinct from the previously described gene positioning due to recruitment of silenced chromatin to the periphery (Peric-Hupkes et al., 2010, Solovei et al., 2013).

### NET Targets Are Genes Requiring Fine-Tuned Regulation

We argue that this new type of gene positioning is focused on genes that need to be tightly regulated, often at critical times during differentiation and in a tissue-specific manner. Among those shown here, Musculin, encoded by *Msc*, occludes myoD binding sites to inhibit myogenesis and so must be very tightly repressed for myogenesis to progress (Lu et al., 1999). Nidogen 1, encoded by *Nid1*, is secreted into the extracellular matrix of early developing MTs. While important at this early time window, *Nid1* becomes repressed early in myogenesis and expressing Nidogen 1 after this point inhibits further differentiation (Neu et al., 2006). Vcam1, encoded by *Vcam1*, and its counter receptor Vla4 mediate interactions for satellite cell migration and MB-MT fusion, but Vla4 remains on myofibers, while Vcam1 disappears (Jesse et al., 1998, Rosen et al., 1992), suggesting it also must be tightly temporally regulated. Similarly, the *Ptn*, *Hgf, Efna5*, and *Bdnf* genes are all downregulated later in myogenesis, but are needed early for respective formation of neuromuscular junctions (Caruelle et al., 2004, Peng et al., 1995), migration of precursors (Dietrich et al., 1999), alignment of fusing MBs (Stark et al., 2011), and precursor functions (Mousavi and Jasmin, 2006). Likewise, the many cell-cycle genes thus regulated are needed in MBs to generate a sufficient number of cells to fuse into MTs, but must be tightly repressed once myofibers have formed. Additionally *Efna5*, *Cxcl1*, and *Ptn* are all induced upon muscle damage (Caruelle et al., 2004, De Paepe et al., 2012, Stark et al., 2011), suggesting that the peripheral tethering of genes at the NE places them under an additional regulatory control that can respond to muscle damage in order to reverse repression.

### Categories of Gene Regulation in Myogenesis

Use of the robust C2C12 differentiation system enabled our identification of IP and PI regions regulated by muscle-specific NETs. However, this only accounts for a subset of myogenic gene expression changes. The remaining IP and PI genes that repositioned and changed expression may be regulated by as yet unidentified muscle NETs or previously described heterochromatin and chromatin folding-dependent NE associations (Solovei et al., 2013). Genes that changed expression without repositioning are likely purely dependent upon transcription factor cascades or secondary/propagating effects (e.g., a repositioned gene encodes a transcriptional regulator). Separate functions for these NETs have been reported, the loss of which could contribute to gene expression changes. However, a reported function of WFS1 in ER stress responses is unlikely to be relevant as WFS1 was only in the NE in muscle (Fonseca et al., 2005). A calcium transport function reported for Tmem38a in the sarcoplasmic reticulum is similarly likely distinct from its NE role (Yazawa et al., 2007). Some NET39 gene regulation effects could be attributed to signaling changes from its reported function inhibiting mTOR activity (Liu et al., 2009). However, its ability to retarget *Ptn* to nucleoli strongly supports a more direct physical tethering function.

Loss or gain of peripheral chromatin associations will also inevitably influence internal genome organization. For example NET-tethering of a locus normally in an internal topologically associating domain (TAD) (Bickmore and van Steensel, 2013) would either move the TAD to the periphery or disrupt it. Alternatively, peripheral tethering could alter the genes available for long range inter-TAD interactions or transcription factories, thereby altering the expression of associated genes (Pombo and Dillon, 2015). This may explain how a NET involved in peripheral tethering also promotes altered expression of internally localized genes. Finally, IP and PI genes that repositioned without changing expression perhaps lacked transcriptional regulators in the muscle cells and may have moved as a consequence of the directed restructuring of adjacent genes rather than for their own regulation. This suggests that the effects described here are a central part of a much larger picture where transcriptional regulators bound to chromatin also play an important role and NET-directed positioning serves as an additional layer of regulation to further fine tune gene expression.

### Segregating Gene Positioning Effects from Other Aspects of Differentiation

The potential role of transcriptional regulators in the tethering nexus is prescient with regard to the central question of the actual contribution of peripheral positioning to gene regulation. The ability to disrupt the peripheral positioning of specific loci while other aspects of differentiation proceeded enabled distinguishing the contribution of positioning from other myogenic transcriptional regulatory cascades. Myogenesis proceeded with the KD of any individual NET and the genes were still partly repressed even when displaced from the periphery, indicating transcriptional repressors were present. Thus, this study has for the first time been able to distinguish for an endogenous locus, without artificial interventions, the relative contribution of peripheral positioning to gene repression, which generally seems to contribute between 1/3 and 2/3 of the total repression observed in normal myogenesis.

In contrast, no changes in expression were observed when NETs were exogenously expressed in MBs, indicating that repositioning to the NE is not intrinsically associated with repression. Rather, the combination of nuclear repositioning with other aspects of the cellular differentiation milieu allows optimal repression to be achieved once silencing is induced. We posit that tissue-specific NET-directed gene repositioning adds an extra layer of regulation to critical myogenic genes in order to better control their appropriate expression and repression at different myogenic stages (Figure 7B). The cumulative effect of these changes can yield repositioning of whole chromosomes. Determining NET binding partners on chromatin and the relative affinity of these and other NE-chromatin interactions will be important in the future. These NETs might also be important for NE-linked diseases. Lamins and several widely expressed NETs have been linked to Emery-Dreifuss and limb-girdle muscular dystrophies, but it is unclear how the tissue-specific muscle pathology is achieved. However, many myogenic genes are altered in these diseases (Bakay et al., 2006, Sáenz et al., 2008), suggesting the possibility that disrupted interactions with these muscle-specific NETs could underlie disease pathology. For now it is clear that these NETs direct tissue-specific patterns of gene positioning in myogenesis and contribute to the extent of gene repression from this peripheral tethering. Moreover, that 37% of all genes normally changing in myogenesis were affected by KD of three muscle-specific gene-positioning NETs, unequivocally establishes the importance of this type of regulation by tissue-specific NETs for muscle differentiation.

## Experimental Procedures

### Cells and Transduction

C2C12 MBs were cultured under ATCC-recommended conditions and induced to differentiate at 48 hr post-confluency by addition of DMEM with 2% horse serum. Differentiation media was replaced every 48 hr up to 144 hr post-induction. To inhibit contraction, 1 μM tetrodotoxin was added at 96 hr post-induction. VSV-G pseudotyped lentivirus’ encoding DamID, GFP, or pLKO constructs are described in Supplemental Information. 10 μg/ml protoamine sulfate was added during transduction to enhance efficiency. 1.5 μg/ml puromycin was used for selection of pLKO-encoding lentivirus transduced cells.

### FISH

C2C12 MBs and MTs were cultured on coverslips and fixed in 4% paraformaldehyde (PFA), 1× PBS. FISH was performed as described in Zuleger et al. (2013). Briefly, cells were permeabilized, treated with RNase A, and dehydrated with an ethanol series. DNA was denatured and captured in this state by a second ice-cold ethanol dehydration series. Coverslips were then annealed overnight to labeled BAC or whole chromosome probes. After washing, probes were visualized with Alexa Fluor-conjugated Streptavidin/anti-digoxigenin antibodies and total DNA visualized with DAPI. To identify overexpressing cells, they were stained with GFP antibodies before FISH. Coverslips were mounted in Vectashield (Vector Labs), images of nuclear midplanes acquired, and chromosome and gene positions determined using a macro run in Image-Pro Plus. This measures nuclear area from DAPI images, divides the area into five shells of equal area through eroding 20% of total area in steps from the DAPI-defined nucleus, determines the shell containing the gene spot or the chromosome intensity per shell, and sums this for each cell.

### Microarrays

Extracted total RNA from control MBs, MTs, and NET-depleted MTs was converted to biotin labeled-cRNA using the Illumina TotalPrep RNA Amplification Kit (Ambion, AMIL1791). For each analysis, three biological replicates were hybridized to MouseWD6 BeadChip Illumina whole genome expression arrays. Microarray data were quantile normalized, analyzed, and differentially expressed transcripts selected with a log2 ratio above 0.5 in absolute value using moderated F-statistics adjusted for a false discovery rate of 5%.

### DamID

DamID was performed as in Vogel et al. (2007). Briefly, C2C12 MBs and 72 hr differentiated C2C12 MTs were both separately transduced with Dam-Lamin B1- and Dam only-encoding lentiviruses over 24 hr. At 72 hr post-transduction, genomic DNA was extracted from trypsinized MBs and purified MTs and processed into libraries for next generation sequencing (Beijing Genomics). Sequenced reads were mapped to the mouse MM9 genome and the log2(Lamin B1/Dam) value determined for all genomic *DpnI* fragments in MBs and MTs. IP and PI regions were then identified by comparing the mean intensity differences between MT and MB log2(Lamin B1/Dam) values along a running 100 kb window. Regions with a mean MT/MB lamin B1 signal difference of 2-fold were then tested for significance against a randomized signal sample population using Fisher’s exact test over 1,000 iterations. Regions with p > 0.01 were disregarded.

### Immunofluorescence

The human muscle section from a control donor was obtained with informed consent of the donor and provided by Benedikt Schoser (Ludwig-Maximilians-Universität, München) through the Muscle Tissue Culture Collection at the Friedrich-Baur-Institüt. This collection is part of MD-NET and funded by the German Ministry of Education and Research and is partnered with EuroBioBank and TREAT-NMD. Local ethics approval was also obtained for use of human tissue from the University of Edinburgh School of Health in Social Science Research Ethics Panel. Mouse tissues were obtained in accordance with both University of Edinburgh and UK Home Office ethics approval and under Home Office License PPL 70/8175 to E.C.S.

## Author Contributions

Most experimental work, M.I.R.; EDL muscle preparation, R.C.; Bioinformatics, J.I.d.l.H., S.W., and A.R.W.K.; Tissue staining, P.L.T.; EM, D.G.B.; and Project design and writing, M.I.R. and E.C.S.

## Figures and Tables

**Figure 1:**
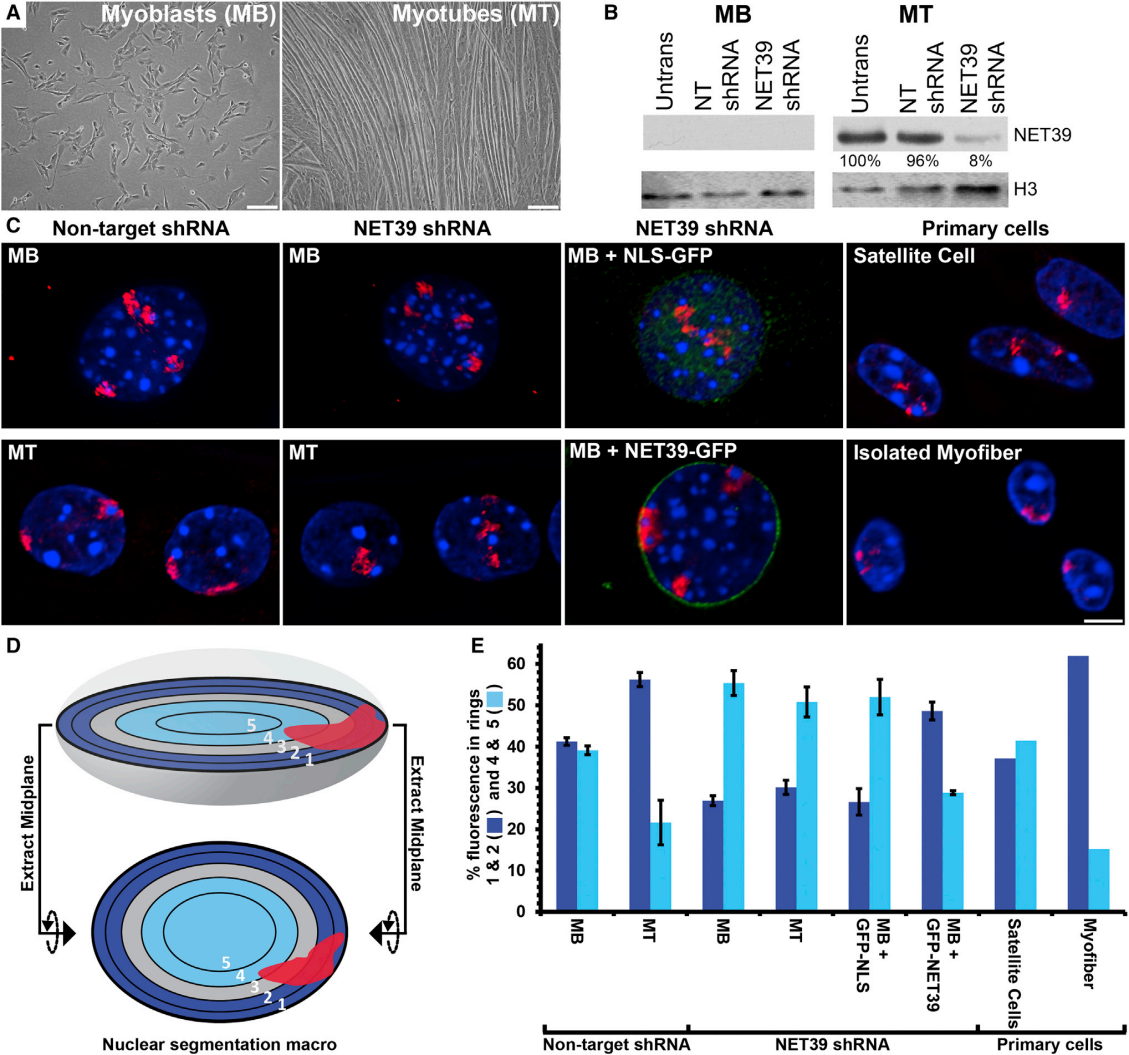
NET39 Determines the Position of Chromosome 8 during Myogenesis (A) Micrographs showing normal C2C12 in vitro myogenic differentiation with undifferentiated MBs forming multi-nucleated MTs. (B) Western blot confirming the depletion of NET39 in NET39-shRNA treated MTs. (C) Representative images of the position of chromosome 8 in indicated samples. The scale bar represents 5 μm. (D) Schematic describing analysis of chromosome position at the nuclear midplane. (E) Quantification of chromosome 8 position in indicated samples. The error bars represent the SD of the means of two biological repeats of at least 50 nuclei each. For primary cells, single experiments were performed and so the error bars are absent. See also Figure S1.

**Figure 2:**
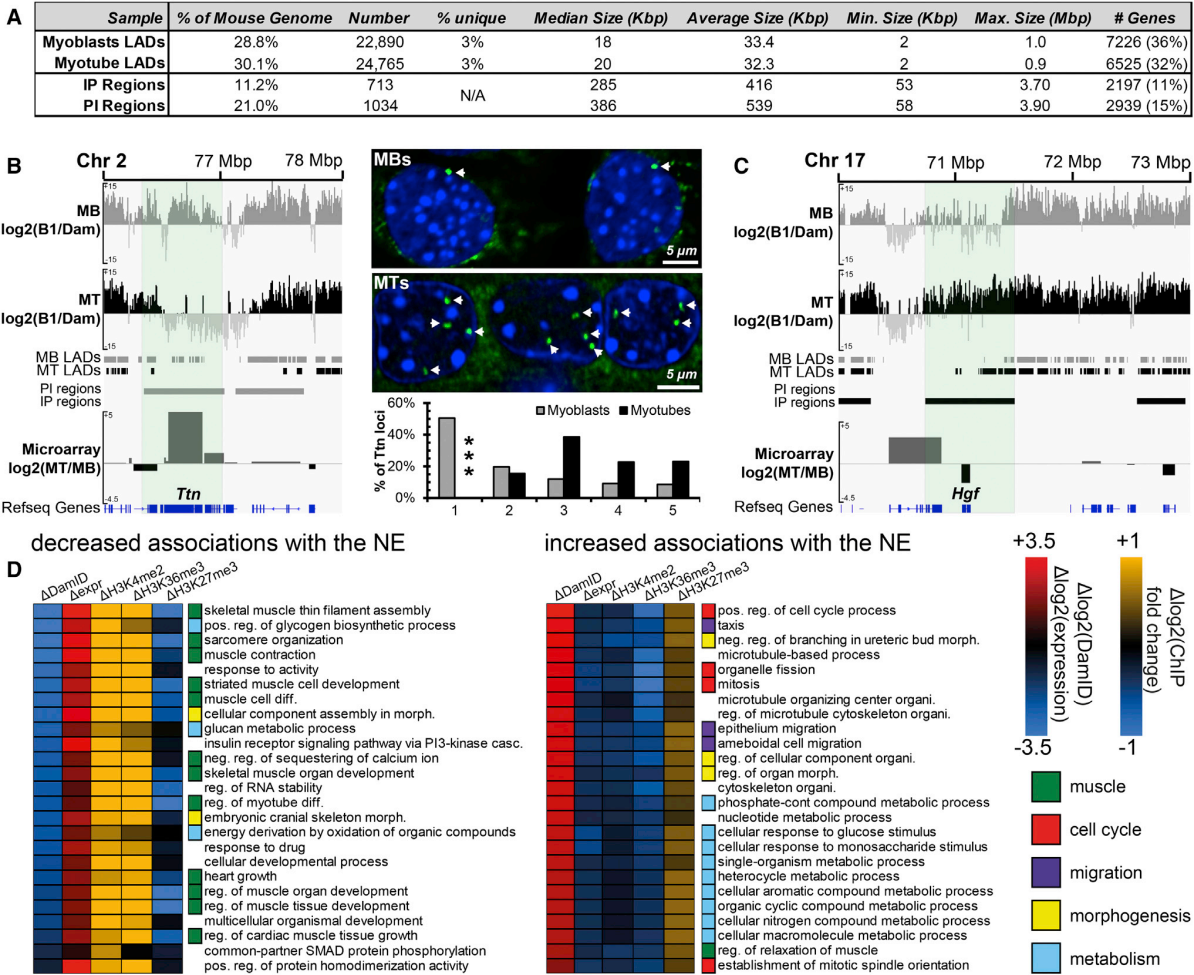
Global Identification of Loci Repositioning in C2C12 Myogenesis (A) Table summarizing parameters of identified LADs and regions showing increased (IP) and decreased (PI) association with the nuclear periphery. (B) Example genome browser view of the *Ttn* locus with representative images and direct quantification of the position of *Ttn* loci in 100 nuclei (green) by FISH in MBs and MTs. ^∗∗∗^p < 0.001 comparing locus position in MTs to MBs using χ^2^ test. (C) Genome browser view for the genomic region surrounding *Hgf* showing DamID signal intensities, identified LADs, IP and PI regions, and microarray gene expression changes for MBs and MTs. (D) Heatmap displaying average Δlog2 DamID, Δlog2 expression, and Δlog(fold change) for indicated histone modifications values between MTs and MBs for genes within GO term categories significantly enriched in PI activated genes and IP repressed genes. Myogenic alterations to histone modifications associated with transcriptionally active genes (H3K4me2 and H3K36me3) and the transcriptional repression-associated H3K27me3 were extracted from Asp et al. (2011). The Δlog2(DamID) value was calculated by subtracting the average log2(Lamin B1/Dam) value in a 100 kb window surrounding the gene in the MB sample from the MT sample. The ChIP-seq values were determined for each histone modification by subtracting the average signal across the gene body in the MB sample from the MT sample. See also Figures S2 and S3.

**Figure 3:**
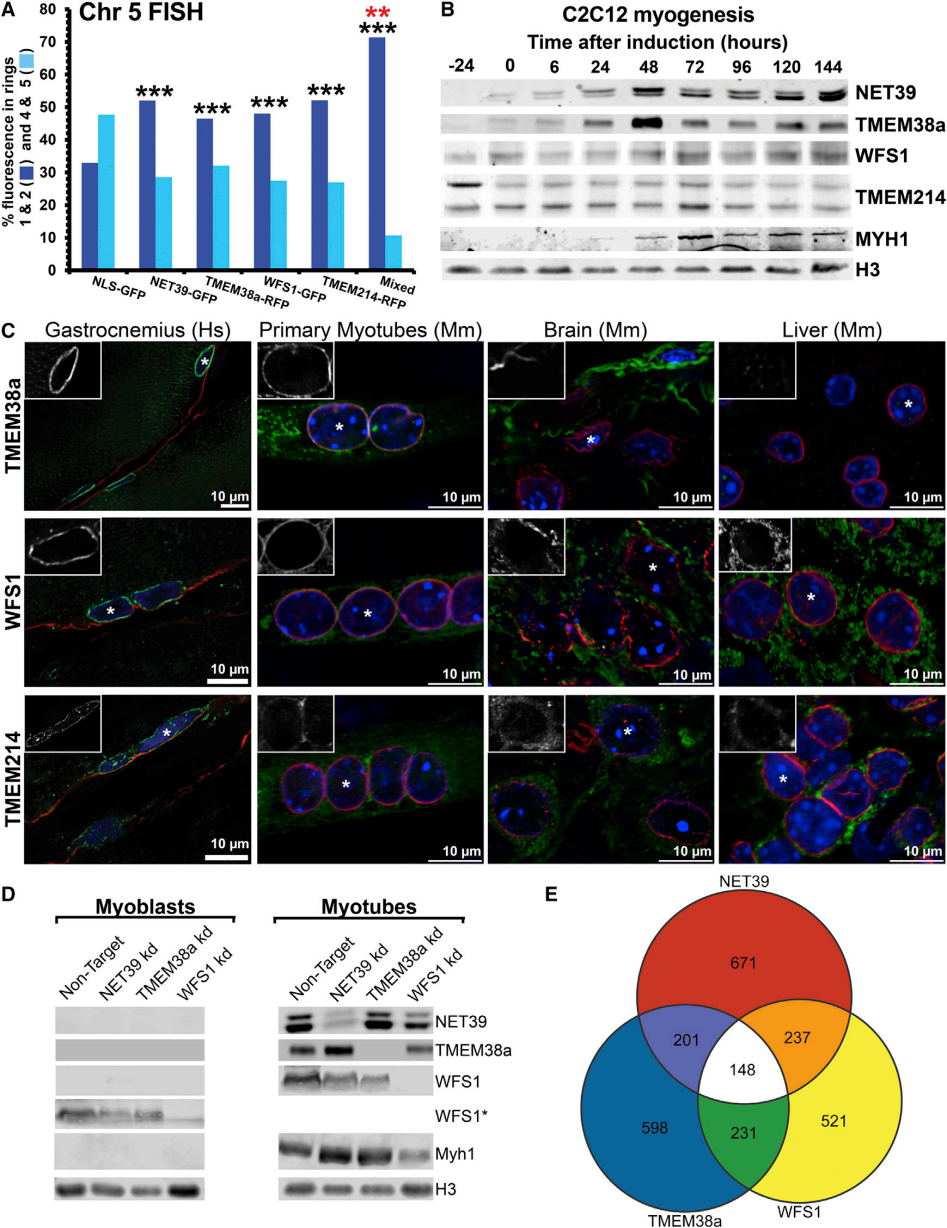
Muscle-Specific NETs Function Together to Reposition a Chromosome and Genes Affected by their KD (A) Quantification of the position of human chromosome 5 in at least 50 HT1080 fibroblast nuclei expressing a single or multiple (Mixed) NETs. ^∗∗∗^p < 0.001 comparing the position of chromosome 5 in the GFP-NET expressing cells to the NLS-GFP (black), and ^∗∗^p < 0.01 comparing mixed to individual NET expressing cells using KS tests (red). (B) Western blot time course of C2C12 differentiation for indicated antibodies. (C) Immunofluorescence staining of NETs (green), lamin A or B1 (red), and DNA (blue) in indicated tissue cryosections and fixed MTs generated in vitro from mouse EDL muscle-derived satellite cells. To identify myofibers in the gastrocnemius muscle section, dystrophin (red) was stained in lieu of lamins A and B1. The insert boxes show channels for NET staining individually for indicated nuclei (^∗^). (D) Western blot of pre- and post-differentiated control and NET-KD cell lines for indicated proteins. (E) Venn diagram of total gene expression changes exceeding log2 0.5 in absolute value between NET-KD MTs relative to empty-vector treated control MTs detected by microarray analysis performed in triplicate. See also Figure S4.

**Figure 4:**
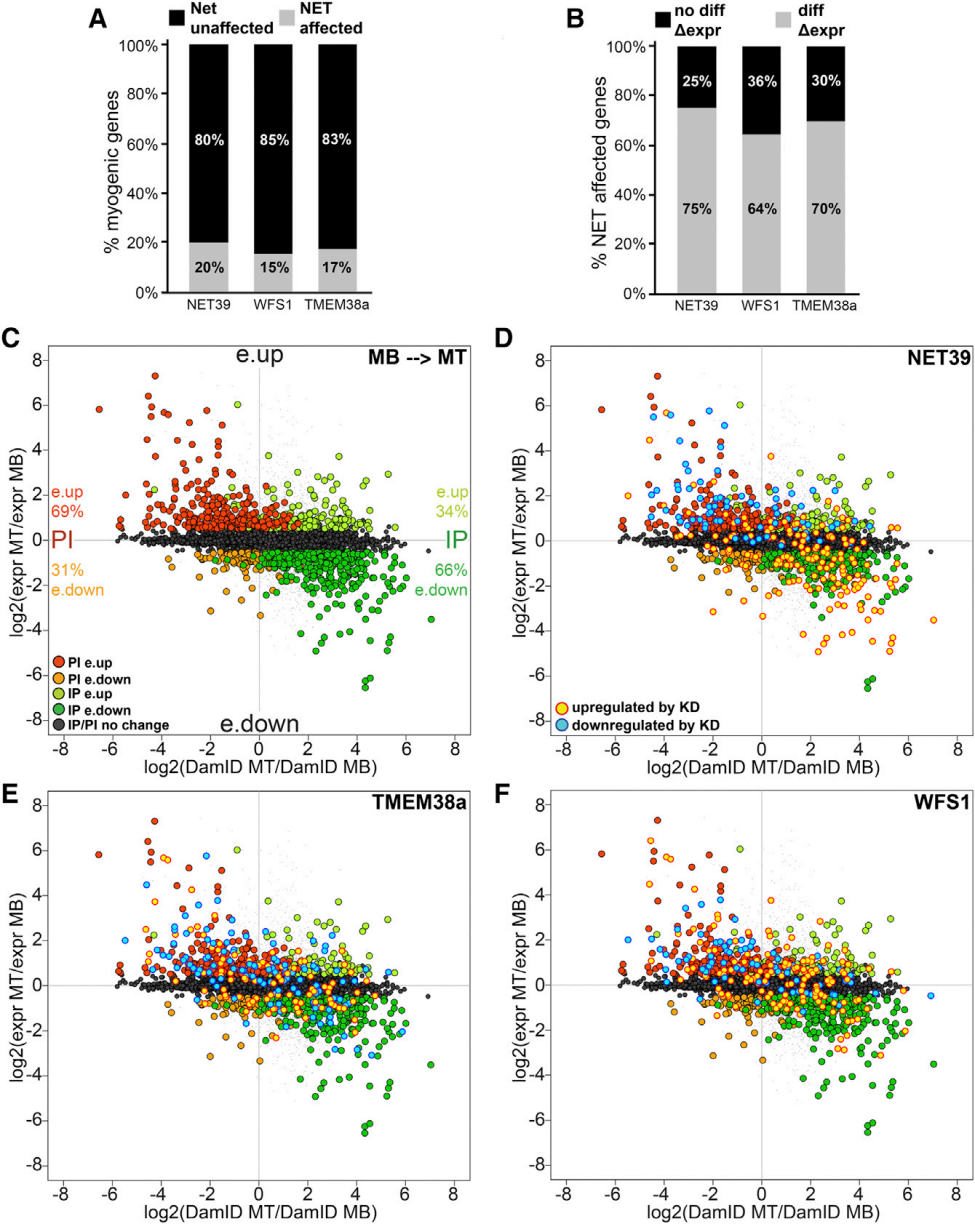
Global Correlations between Gene Positioning and Expression Directed by Muscle-Specific NETs (A) Fraction of total genes normally changing during myogenesis that are altered by NET depletion. (B) Fraction of total genes altered by NET depletion that normally change during myogenesis. (C) log2(expr MT/expr MB) myogenic gene expression changes inversely correlate with average log2(DamID MT/DamID MB) myogenic lamin B1 DamID signal intensities changes. Of IP genes with altered gene expression, 66% are repressed (e.down) and 34% are activated (e.up), while for PI genes, only 31% are repressed and 69% are activated. (D–F) Identical plots as (A) with genes highlighted if upregulated (yellow) or downregulated (blue) in indicated NET-depleted MTs relative to control MTs. The NET affected genes tend to anti-correlate, i.e., loss of the NET reduces a normal repression that occurs in myogenesis or reduces a normal increase in expression. All gene expression values are mean average changes of microarray triplicate samples. See also Figure 5.

**Figure 5:**
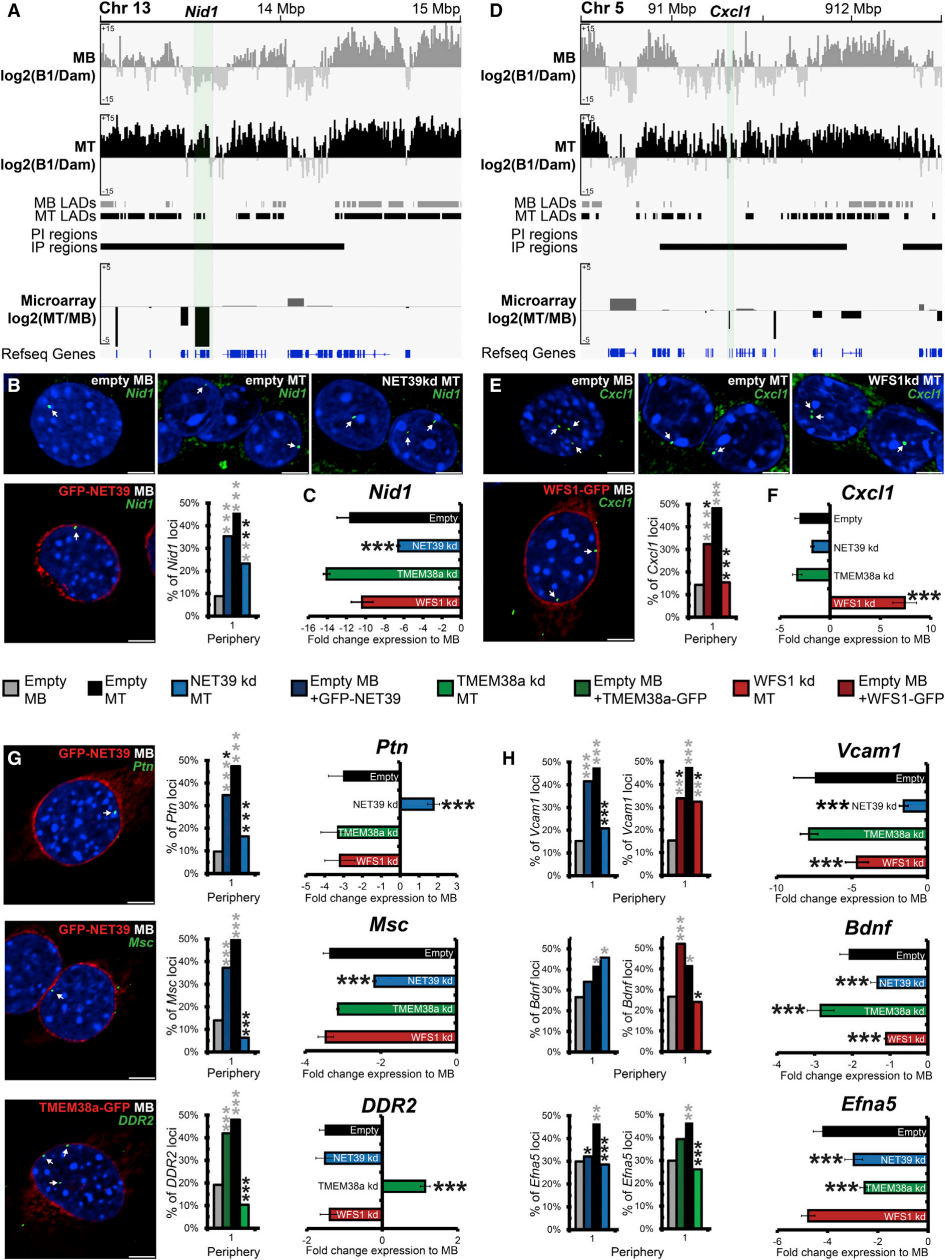
FISH and Microarray Analysis in NET KDs Confirms NET-Directed Repositioning and Expression Regulation (A and D) Genome browser views of myogenic DamID and gene expression changes of the *Nid1* (A) and *Cxcl1* loci (D). (B and E) FISH analysis of *Nid1* (B) and *Cxcl1* (E) loci position in control MBs and MTs, NET-depleted MTs, and NET-overexpressing MBs. (C and F) Histogram of *Nid1* (C) and *Cxcl1* (F) gene expression changes relative to MBs in control and NET-depleted MTs. (G and H) Similar microarray and FISH analysis of genes affected uniquely by depletion of a NET (*Ptn*, *Msc*, and *DDR2*) (G) and by depletion of multiple NETs (*Vcam1*, *Bdnf*, and *Efna5*) (H). For microarray data, error bars represent SD over three biological repeats, while statistics represent false discovery rates (FDR) between sample and an empty vector-treated control. For FISH, loci position was determined in 50–100 nuclei for each sample. For quantification statistics, the position of loci in the indicated sample was compared to the empty-vector MBs (gray asterisks) or MTs (black asterisks) using χ^2^ tests. ^∗^p < 0.05, ^∗∗^p < 0.01, and ^∗∗∗^p < 0.001. All FISH statistics are in Figure S6. The scale bars represent 5 μm.

**Figure 6:**
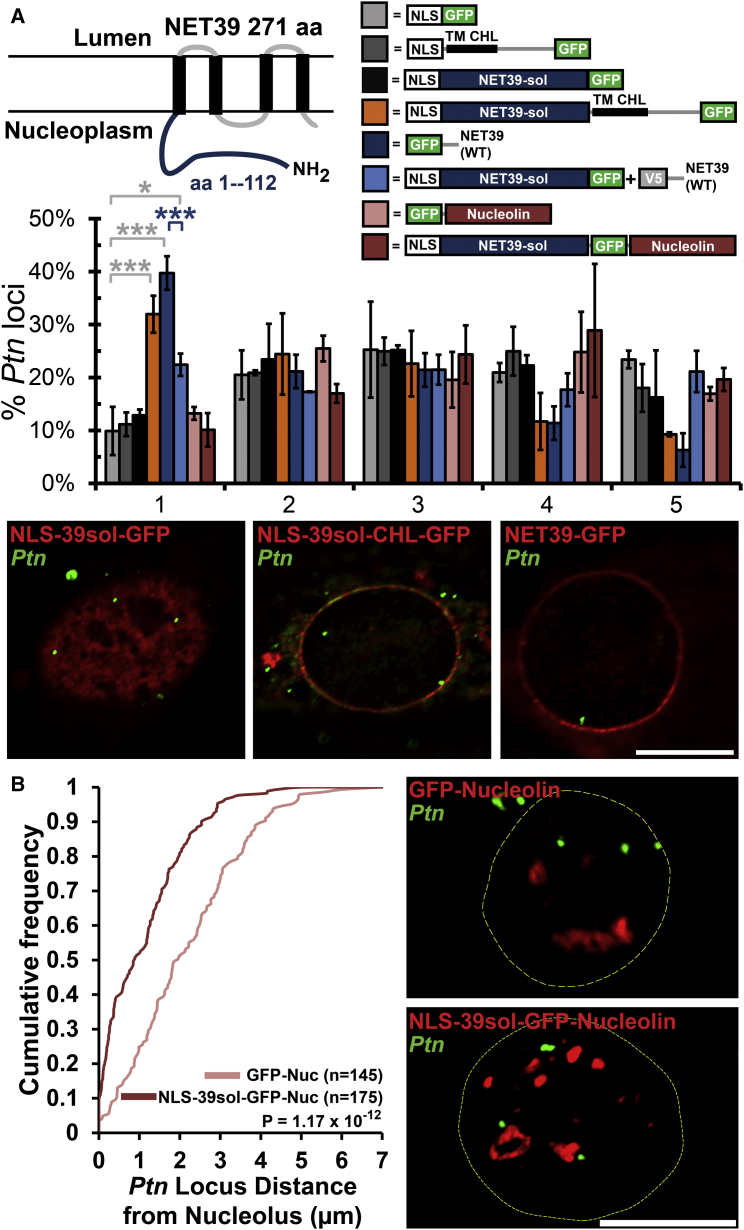
Direct Tethering Function of NET39 (A) Schematic diagrams of NET39 and fusion constructs with FISH analysis and representative images of *Ptn* loci positioning in indicated samples. The error bars represent SD of the mean over two biological repeats. ^∗∗∗^p < 0.001 and ^∗^p < 0.05 comparing samples to NLS-GFP expressing MBs by χ^2^ tests. (B) Representative images and cumulative frequency distribution of *Ptn* loci distance from the edge of nucleoli in indicated samples expressing either the NET39 soluble fragment fused to nucleolin or nucleolin-GFP over two summed biological repeats. For all images, *Ptn* is labeled green and GFP is labeled red. The scale bars represent 5 μm. See also Figure S7.

**Figure 7:**
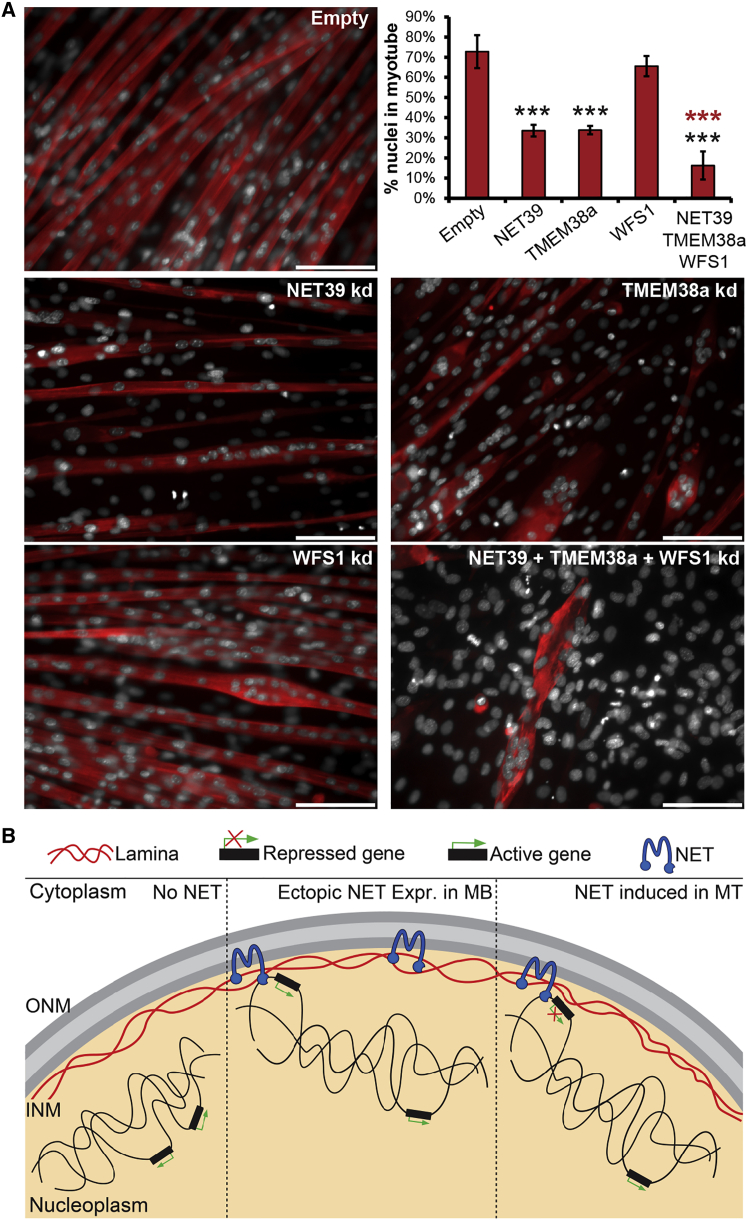
Gene Repositioning Muscle NETs Are Critical for Myogenic Differentiation (A) Representative images and quantification of the fraction of nuclei in MTs (marked by Myh1, red) in indicated samples. ^∗∗∗^p < 0.001 comparing the fraction of total nuclei present within MTs relative to empty vector-treated MTs by a χ^2^ test. The error bars represent the SD between 5–10 fields across three biological repeats. The scale bar represents 100 μm. (B) In MBs with low levels of muscle NETs, target genes are active in the transcriptionally permissive interior. Ectopic expression of these NETs in MBs results in peripheral gene targeting without repression. However, during differentiation, normal induction of the NET repositions the locus to the periphery concomitant with an increase in repression. Loss of the gene-repositioning NET results in both failure to reposition the locus and reduced repression (Inner [INM] and outer [ONM] nuclear membranes). See also Figure S7 and Movie S1.

# Supplementary material for: Tissue-Specific Gene Repositioning by Muscle Nuclear Membrane Proteins Enhances Repression of Critical Developmental Genes during Myogenesis
**Source:** Mol Cell. 2016 Jun 16;62(6):834–47. doi: 10.1016/j.molcel.2016.04.035
**Supplement:** Document S2. Article plus Supplemental Information

# Molecular Cell

## Tissue-Specific Gene Repositioning by Muscle Nuclear Membrane Proteins Enhances Repression of Critical Developmental Genes during Myogenesis

### Graphical Abstract

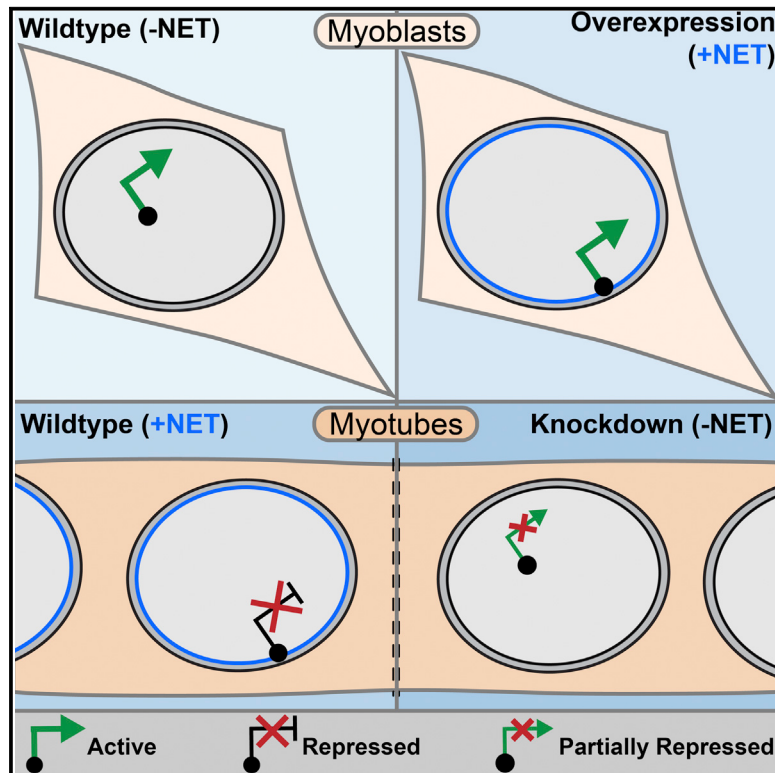

### Authors

Michael I. Robson, Jose I. de las Heras, Rafal Czapiewski, ..., Shaun Webb, Alastair R.W. Kerr, Eric C. Schirmer

### In Brief

Muscle-specific nuclear envelope transmembrane proteins (NETs) optimize myogenic gene expression by physically recruiting genes to the periphery and enhancing their repression. Specifically manipulating the position of endogenous genes in myoblasts and myotubes indicates that peripheral localization enhances repression, but only in context of other changes in differentiation.

### Highlights

- Tissue-specific NETs direct repositioning of critical muscle genes during myogenesis
- Expression changes for NET-repositioned genes depend on cell differentiation state
- Isolating position from differentiation reveals its contribution to gene expression
- Three NETs together affect 37% of all genes normally changing in myogenesis

### Accession Numbers

GSE80330

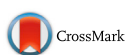

# Tissue-Specific Gene Repositioning by Muscle Nuclear Membrane Proteins Enhances Repression of Critical Developmental Genes during Myogenesis

Michael I. Robson,<sup>1</sup> Jose I. de las Heras,<sup>1</sup> Rafal Czapiewski,<sup>1</sup> Phú Lê Thành,<sup>1</sup> Daniel G. Booth,<sup>1</sup> David A. Kelly,<sup>1</sup> Shaun Webb,<sup>1</sup> Alastair R.W. Kerr,<sup>1</sup> and Eric C. Schirmer<sup>1,\*</sup>

<http://dx.doi.org/10.1016/j.molcel.2016.04.035>

## SUMMARY

Whether gene repositioning to the nuclear periphery during differentiation adds another layer of regulation to gene expression remains controversial. Here, we resolve this by manipulating gene positions through targeting the nuclear envelope transmembrane proteins (NETs) that direct their normal repositioning during myogenesis. Combining transcriptomics with high-resolution DamID mapping of nuclear envelope-genome contacts, we show that three muscle-specific NETs, NET39, Tmem38A, and WFS1, direct specific myogenic genes to the nuclear periphery to facilitate their repression. Retargeting a NET39 fragment to nucleoli correspondingly repositioned a target gene, indicating a direct tethering mechanism. Being able to manipulate gene position independently of other changes in differentiation revealed that repositioning contributes  $\frac{1}{3}$  to  $\frac{2}{3}$  of a gene's normal repression in myogenesis. Together, these NETs affect 37% of all genes changing expression during myogenesis, and their combined knock-down almost completely blocks myotube formation. This unequivocally demonstrates that NET-directed gene repositioning is critical for developmental gene regulation.

## INTRODUCTION

Repositioning certain developmentally important genes between the nuclear periphery and interior during differentiation correlates with changes in their expression state. For example, concomitant with their activation, the *MyoD*, *IgH*, and *Mash1* genes reposition from the periphery to the nuclear interior respectively during myogenic, B cell, and neuronal differentiation. Conversely, the *c-maf* locus repositions to the periphery as it is repressed during T cell differentiation (Wong et al., 2014; Zuleger et al., 2011). New genome-wide approaches have identified many developmentally important genes that change in their peripheral association during differentiation with correspondingly altered expression (Peric-Hupkes et al.,

2010). These findings raise the questions: how are gene positioning patterns established and regulated during development, and, to what extent does altered nuclear position contribute to changes in a genes expression?

Although little is known about the regulation of specific developmental gene repositioning to the periphery, nuclear envelope (NE) proteins clearly direct establishment of genome-wide patterns of peripheral heterochromatin organization. Peripheral heterochromatin is disrupted in mice lacking the NE transmembrane protein (NET) LBR and lamin A (Solovei et al., 2013). Lamins also contribute to more specific gene repositioning in *C. elegans* muscle, but the mechanism remains elusive (Mattout et al., 2011). Similarly, in mouse fibroblasts, lamin B1 and the NET LAP2 $\beta$  function with transcriptional regulators to peripherally target the *IgH* and *Cyp3a* loci, but it is unclear how the *IgH* locus is specifically released in pro-B cells (Zullo et al., 2012). However, the near ubiquitous expression of lamins, LAP2 $\beta$  and LBR and the general nature of these interactions argue for other mechanisms to explain tissue-specific aspects of gene positioning.

Determining peripheral positioning's contribution to regulation of gene expression is stymied by the fact that gene repositioning in development is accompanied by changes in transcriptional regulators, epigenetic marks, and other genome changes associated with differentiation. Circumventing this by directing reporter genes to the NE in the absence of differentiation used artificial locus-NE protein interactions (Finlan et al., 2008; Kumaran and Spector, 2008; Reddy et al., 2008); however, these studies yielded inconsistent results concerning the effect of repositioning on the expression of tethered reporters. Random genome-wide insertions of reporter genes yielded significant repression when integrated into peripherally localized genome regions (Akhtar et al., 2013). More recently, TALEN-driven chromatin unfolding sufficed to release endogenous developmental genes from the periphery, suggesting position may in some cases reflect a gene's state of folding (Therizols et al., 2014). However, it is unclear if chromatin unfolding can drive repositioning for a range of developmental genes or if other more specific directed mechanisms normally function in development. Addressing these questions requires identification of the endogenous proteins responsible for peripheral gene localization and their manipulation in both differentiated and undifferentiated cells.

We recently identified several tissue-specific NETs that direct several chromosomes to the nuclear periphery in fibroblasts (Zuleger et al., 2013). We hypothesized that chromosome

repositioning reflects a summation of individual specific gene repositioning events directed by tissue-specific NETs during differentiation and that repositioning contributes to gene regulation. Combining transcriptome analysis in myogenesis with NET knockdowns (KDs) and global gene positioning changes determined by DamID (Vogel et al., 2007), we for the first time show the NET dependence of specific gene repositioning and its consequences for gene repression in myogenesis. Critically, the ability to specifically target the NET independently of other changes in myogenesis demonstrates that gene repositioning adds another layer to gene regulation during development.

## RESULTS

### NET39 Directs Chromosome 8 Repositioning In Myogenesis

NET39 is induced early in myogenesis (Liu et al., 2009) and could reposition a subset of chromosomes to the nuclear periphery in fibroblasts (Zuleger et al., 2013). This suggested that NET39—and potentially other muscle NETs—might direct gene and chromosome positioning changes during myogenesis. Accordingly, we investigated its contribution to chromosome positioning using the C2C12 system, in which proliferating mouse myoblasts (MBs) can be induced to differentiate into myotubes (MTs) (Yaffe and Saxel, 1977) (Figure 1A). Using whole chromosome fluorescence in situ hybridization (FISH), we first tested whether exogenous NET39 expression could increase peripheral localization of four chromosomes (8, 10, 11, and 16), finding chromosome 8 strongly affected (Figure S1A). Stable NET39 KD C2C12 lines were generated and transient NET39 overexpression was used to next test NET39 function during myogenesis. The target small hairpin (sh)RNA reduced NET39 protein levels by >90% in the MTs and to levels undetectable by western blot in the MBs (Figure 1B).

Chromosome 8 normally repositions from the interior in MBs to the nuclear periphery of MTs during myogenesis (Figure 1C, non-target shRNA). Repositioning was quantified using an algorithm that takes a midplane image and erodes the total nuclear area from the periphery by 20% in five consecutive steps to generate five concentric rings of equal area (Chubb et al., 2002) (Figure 1D). Although the large chromosome volume was distributed over several rings, this analysis confirmed a significant increase in the percentage of chromosome signal at the periphery with a mean of 56% in the most peripheral two rings (Figure 1E). NET39 KD not only abolished differentiation-associated repositioning, but also strongly reduced peripheral chromosome 8 in MBs indicating even basal NET39 levels undetectable by western blot (but detected by quantitative [q]RT-PCR, data not shown) can influence a chromosomes position (Figure 1E).

The repositioning activity lost by NET39 KD could be rescued by exogenously expressing human GFP-NET39, but not GFP-NLS in the NET39 KD MBs in the absence of differentiation (Figure 1E). All changes induced by altering NET39 levels were highly statistically significant using the Kolmogorov-Smirnov (KS) test (Figure S1B). Compellingly, similar chromosome 8 repositioning was observed in primary muscle cells with strong peripheral association in primary myofibers freshly isolated from mouse extensor digitorum longus (EDL) muscle paralleling

C2C12 MTs, but not in primary satellite cells paralleling C2C12 MBs (Figures 1C and 1E, most right). These data clearly indicate that chromosome 8 repositions from the nuclear interior to the nuclear periphery during myogenesis and that this repositioning is largely driven by NET39.

### Global Determination of Gene Positioning Changes in Myogenesis

We next mapped global changes in genomic loci at the nuclear periphery during C2C12 myogenesis using DamID. A bacterial Dam methylase fused to lamin B1 preferentially methylated peripheral gene sequences which were isolated and identified by next generation sequencing (Vogel et al., 2007). To control for local variation in chromatin accessibility, soluble Dam methylase was expressed in parallel experiments. As MT fusion never reaches 100% in a population and both MTs and MBs were efficiently transduced, for MT preparations, MTs were isolated from remaining undifferentiated MBs by a short trypsin digestion step (Figures S2A and S2B). Genomic DNA was isolated from 3-day transduced cultures (taken at day 6 of MT differentiation), processed to enrich for Dam methylated DNA, and sequenced to yield 5.1- and 5.7-fold genome coverage in MBs and MTs, respectively.

Log2(Lamin B1 Dam/soluble Dam) ratios were then generated and used to identify lamina associated domains (LADs) in MBs and MTs as described previously (Wu and Yao, 2013). Similar to an earlier DamID study differentiating embryonic stem cells into neuronal precursors (Peric-Hupkes et al., 2010), the majority of LADs identified in MBs were retained in MTs: 94% of the LAD coverage was shared between MTs and MBs with the remaining 6% roughly equally distributed between lost and newly formed LADs (Figure 2A). Although many LADs were shared between MBs and MTs, the signal intensity from log2(Lamin B1/Dam) ratios frequently differed considerably with discrete regions displaying a quantifiably increased or decreased ratio in MBs or MTs. This indicated a binary LAD or non-LAD definition is insufficient to identify regions with altered peripheral association between MBs and MTs. Since the log2(Lamin B1/Dam) signal represents the probability of peripheral localization (Peric-Hupkes et al., 2010), we instead developed a statistical method, described in detail in the Supplemental Information, to identify regions that exhibit significant changes in lamina association in MBs and MTs. In all, a tendency to relocate from the interior in MBs to the periphery in MTs (denoted “IP”) was observed for 713 regions that were often proximal to the edges of MB genome regions enriched in LADs, with an average size of 416 kb containing 2,197 genes. The opposite tendency (shifting from the periphery to the interior; “PI”) was observed for 1,034 regions with an average size of 539 kb containing 2,939 genes (Figures 2A and S3A). IP and PI regions can be observed in a chromosomal context in Figure S3A ideograms and all DamID identified genes are listed in Table S1.

Consistent with an earlier neuronal differentiation study (Peric-Hupkes et al., 2010), genes located within IP regions strongly tended to become repressed during differentiation instead of activated, though many were unchanged. Out of 2,197 genes in IP regions, 933 became at least 1.4-fold repressed, 991 were unchanged, and only 266 increased at least 1.4-fold in

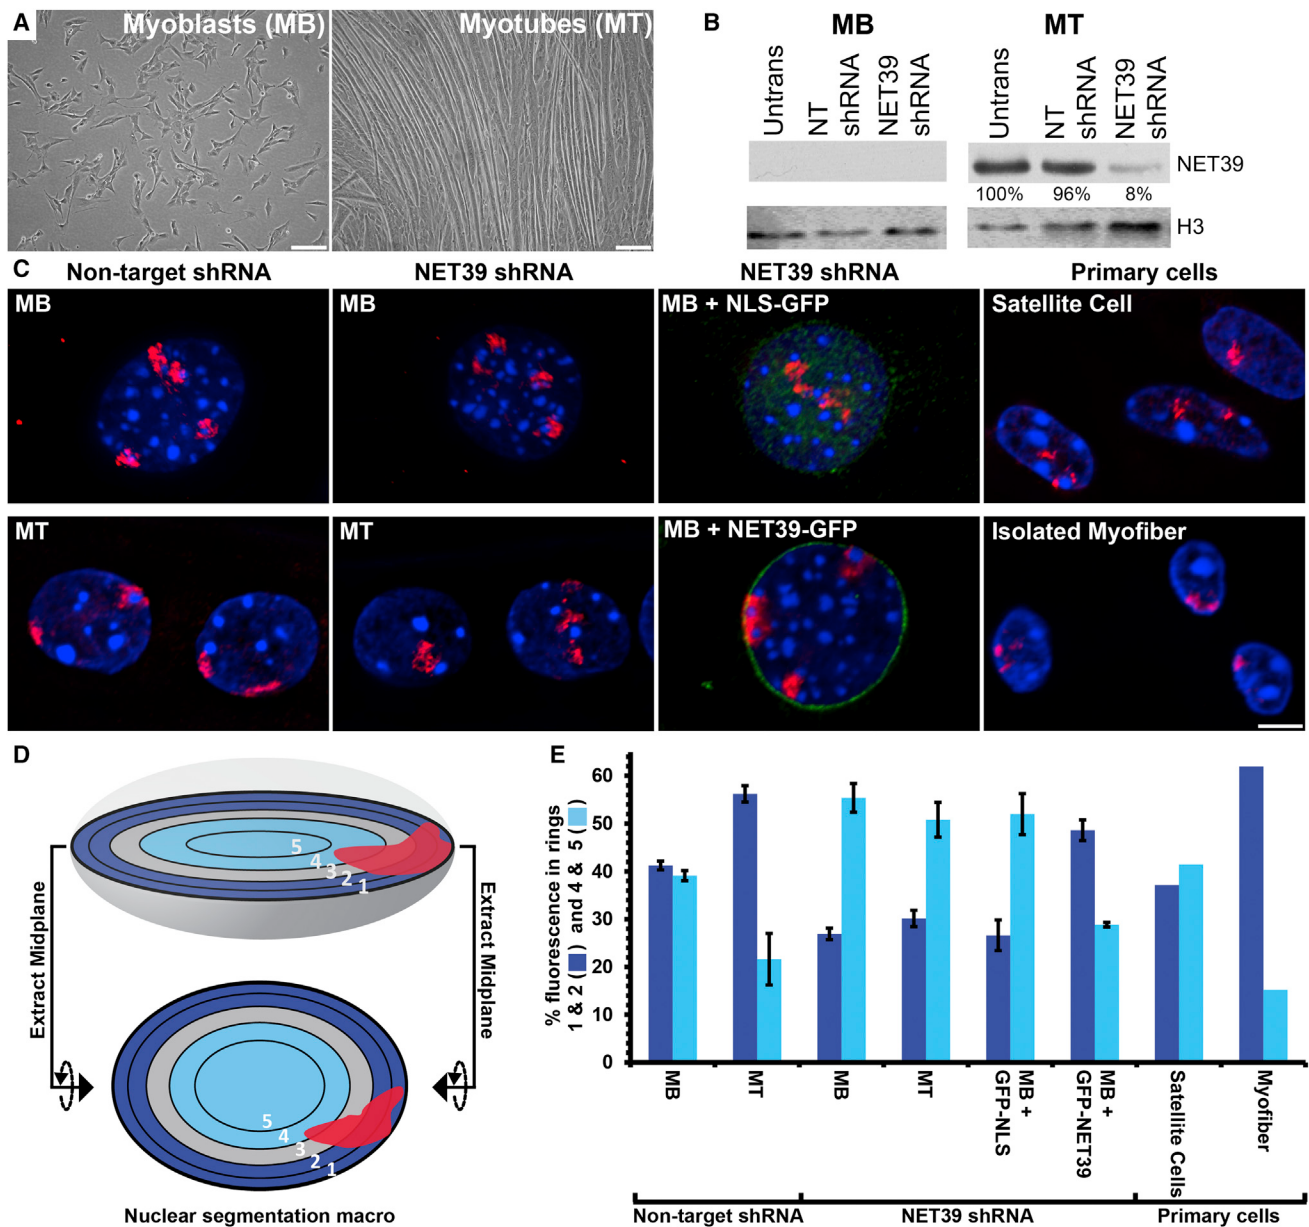

**Figure 1. NET39 Determines the Position of Chromosome 8 during Myogenesis**

(A) Micrographs showing normal C2C12 in vitro myogenic differentiation with undifferentiated MBs forming multi-nucleated MTs.

(B) Western blot confirming the depletion of NET39 in NET39-shRNA treated MTs.

(C) Representative images of the position of chromosome 8 in indicated samples. The scale bar represents 5  $\mu$ m.

(D) Schematic describing analysis of chromosome position at the nuclear midplane.

(E) Quantification of chromosome 8 position in indicated samples. The error bars represent the SD of the means of two biological repeats of at least 50 nuclei each. For primary cells, single experiments were performed and so the error bars are absent.

See also Figure S1.

expression based on ENCODE C2C12 RNA-sequencing (seq) data (Yue et al., 2014). As our DamID time point was 2 days later in differentiation than available RNA-seq data, we performed expression analysis using microarrays to parallel the DamID. Consistent with similar published RNA-seq data (Figures S3B and S3C), microarray data revealed that genes in IP regions tend to be repressed, while genes in PI regions tend to be acti-

vated during differentiation. Titin, an important gene for muscle differentiation, was in this latter category (Figure 2B). Release of the Titin locus from the periphery during myogenesis was also evident from FISH, confirming both the DamID data and the statistical approach used to identify repositioning loci.

Many PI regions contained important myogenic genes that need to be activated for muscle differentiation: *Ryr3* encodes a

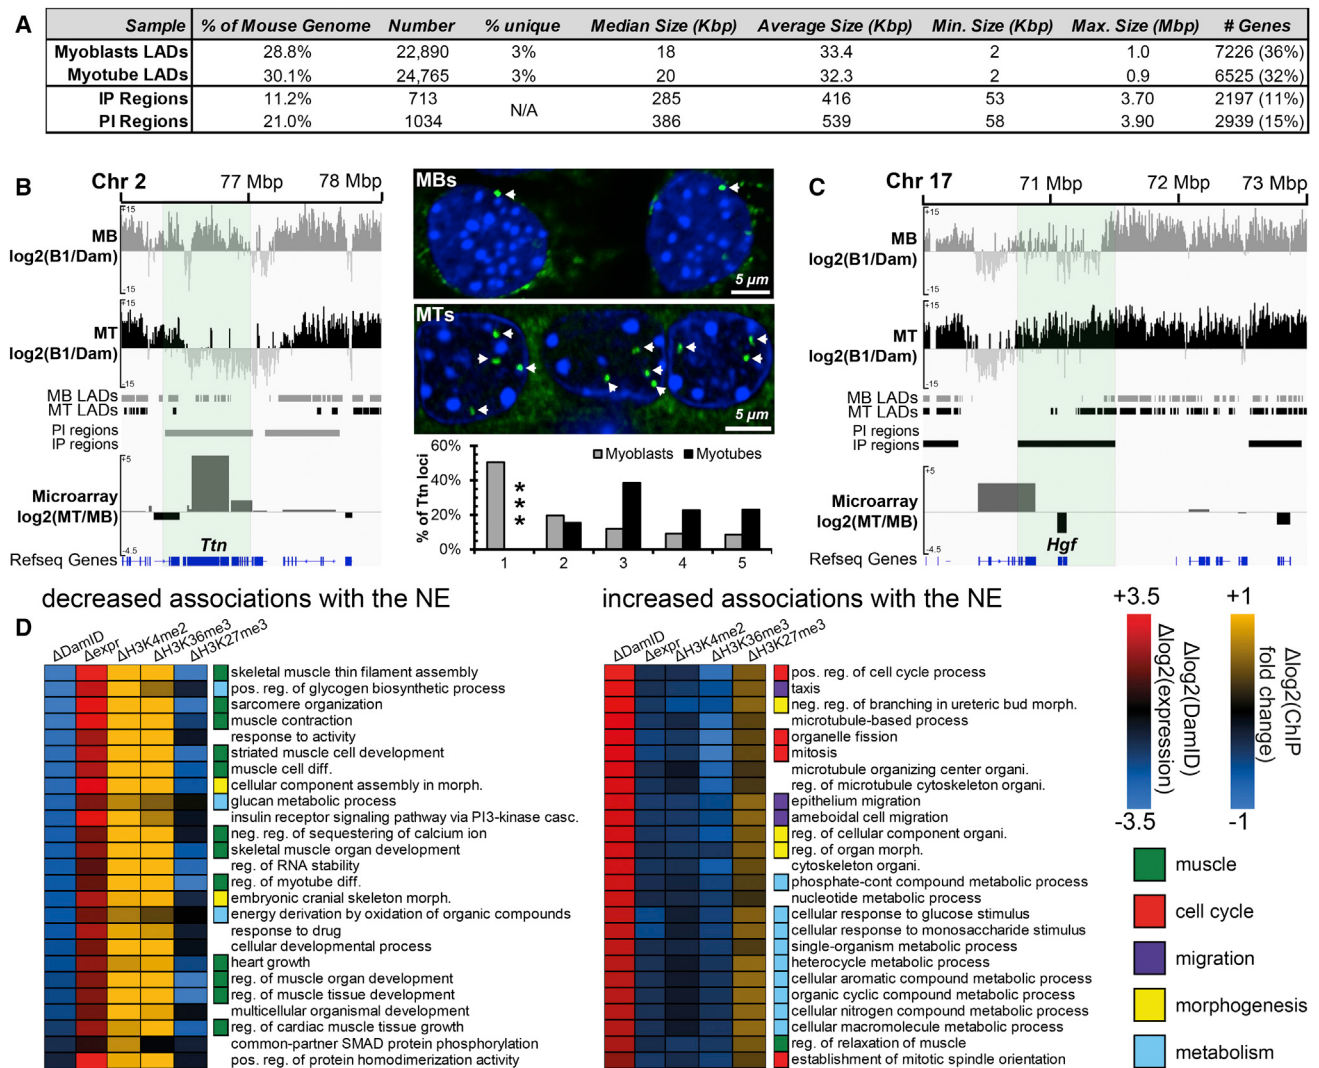

**Figure 2. Global Identification of Loci Repositioning in C2C12 Myogenesis**

(A) Table summarizing parameters of identified LADs and regions showing increased (IP) and decreased (PI) association with the nuclear periphery.

(B) Example genome browser view of the *Ttn* locus with representative images and direct quantification of the position of *Ttn* loci in 100 nuclei (green) by FISH in MBs and MTs. \*\*\* $p < 0.001$  comparing locus position in MTs to MBs using  $\chi^2$  test.

(C) Genome browser view for the genomic region surrounding *Hgf* showing DamID signal intensities, identified LADs, IP and PI regions, and microarray gene expression changes for MBs and MTs.

(D) Heatmap displaying average  $\Delta\log_2$  DamID,  $\Delta\log_2$  expression, and  $\Delta\log_2$  (fold change) for indicated histone modifications values between MTs and MBs for genes within GO term categories significantly enriched in PI activated genes and IP repressed genes. Myogenic alterations to histone modifications associated with transcriptionally active genes (H3K4me2 and H3K36me3) and the transcriptional repression-associated H3K27me3 were extracted from Asp et al. (2011). The  $\Delta\log_2$ (DamID) value was calculated by subtracting the average  $\log_2$ (Lamin B1/Dam) value in a 100 kb window surrounding the gene in the MB sample from the MT sample. The ChIP-seq values were determined for each histone modification by subtracting the average signal across the gene body in the MB sample from the MT sample.

See also Figures S2 and S3.

ryanodine receptor important for  $\text{Ca}^{2+}$  regulation, *Actc1* for muscle actin, and *Myo18b* for a muscle myosin (Figure S2C). Correspondingly, IP regions contained genes inhibitory to myogenesis that need to be repressed in MTs. For example, IP gene *Hgf* encodes hepatic growth factor that, although required for the activity of satellite cells, is inhibitory to myogenesis when present during differentiation (Figure 2C) (Dietrich et al., 1999; Yamada

et al., 2010). Similarly, *Dbf4* and *Cdk14* products promote cell-cycle progression (Davidson et al., 2009; Kumagai et al., 1999) that, while required in cycling satellite cells, is detrimental in terminally differentiated MTs (Figure S2C). To globally associate repositioning with gene function, analysis of Gene Ontology (GO) term enrichment of repressed IP and activated PI genes was performed. The top 25 GO-terms for each are shown compared to a

heatmap for their expression changes in the matched myogenic microarray samples and available chromatin immunoprecipitation (ChIP)-seq data for myogenesis (Asp et al., 2011) (Figure 2D). The expression changes for these PI region genes correlated with the loss of the repressive H3K27me3 mark and accumulation of active histone marks such as H3K4me2, H3K4me3, H3K9Ac, and H3K36me3 (Figure S2D). They also strongly associated with muscle functions and differentiation. In contrast, these IP genes correlated with loss of active histone marks and gain of H3K27me3, reflecting silencing of genes functioning in the cell cycle, cell migration, morphogenesis, and altered metabolism. There were no clear associations with GO-categories relating to myogenesis for IP and PI genes that were oppositely regulated in expression (Figures S3D–S3G). Hence, repositioning to and from the nuclear periphery during myogenesis is generally associated with repression of genes inhibitory to myogenesis and the activation of genes required for MTs, respectively. Processed DamID and microarray data used in Figures 2, 3, and 4 can be found in Table S1.

### Together, Multiple Muscle NETs Reposition Large Chromosomal Regions

Two liver-specific NETs functioned together to position chromosome 5 in human liver cells (Zuleger et al., 2013). Therefore, it seemed likely that additional muscle NETs might contribute to the global gene positioning changes between MBs and MTs revealed by DamID. Thus, NETs found in muscle NEs (Wilkie et al., 2011) were screened using the same strategy as described in Zuleger et al. (2013) (overexpression-induced repositioning of chromosome 5 in human fibroblasts). Tmem38a, WFS1, and Tmem214 were identified as additional candidates (Figure S4A). To test if these NETs can cooperate with NET39, WFS1 was fused to GFP and Tmem38a and Tmem214 were fused to RFP. The NETs were then expressed either alone or in combination. Only cells with both RFP and GFP were analyzed to ensure that at least two NETs were expressed in the combination sample. As expected, each muscle NET by itself significantly increased peripheral localization of chromosome 5 from ~30% basal levels to ~50% (Figure 3A). Strikingly, when all four muscle NETs were co-transfected, peripheral localization increased to over 70% and was significantly higher compared to any NET alone, indicating the repositioning activity of NETs is additive (Figure 3A).

These four proteins were next confirmed as muscle-specific NETs. By western blot, NET39 and Tmem38a proteins were absent from dividing MBs (–24 hr), but were weakly detectable in the confluent cultures required for induction of differentiation (0 hr). They were then strongly expressed by 48 hr after induction (Figure 3B), well before standard myogenic markers such as the myosin heavy chain (Myh1) are expressed. WFS1 and Tmem214 were already present in MBs, and WFS1 increased during differentiation while Tmem214 did not (Figure 3B). Hence, different subsets of muscle NETs capable of repositioning chromosomes are present as myogenesis progresses and so could contribute differently to genome organization. Tissue transcriptome/proteome (Uhlén et al., 2015) analysis of NET expression revealed NET39 and Tmem38a almost exclusively in heart and muscle, while WFS1 and Tmem214 were more widely expressed (Fig-

ure S4B). WFS1 and Tmem214 were previously reported to be in the ER (Kohara et al., 2014; Li et al., 2013; Takeda et al., 2001); so their endogenous distribution was investigated with antibodies in human gastrocnemius (calf muscle), primary mouse in vitro differentiated MTs, mouse liver, and brain sections. This revealed clear NE staining exclusively in muscle, but not other cell types (Figure 3C). Thus, even though these two proteins are widely expressed, they are NETs, at least among the tissues tested, only in muscle. NET39 (not tested here) was reported to specifically target to the NE in muscle (Liu et al., 2009). Hence, all four proteins are muscle-specific NETs and would only contribute their gene/chromosome-repositioning activity from the NE in muscle.

### Global Analysis of NET-Directed Gene Positioning and Expression

To identify genomic loci specifically recruited by the muscle-specific NETs, the generation of DamID maps from NET-Dam methylase fusions was attempted. However, these were unsuccessful, possibly because the methodology requires frequent methylated GATC sites within 2 kb of one another, which might be too short for the more specific interactions expected to be involved in tissue-specific gene repositioning. However, as genes relocating to or from the periphery tended to change expression, we reasoned that depletion of gene repositioning NETs would diminish gene expression changes in the MTs, thus revealing their genomic repositioning targets. Therefore, stable shRNA KD C2C12 lines for each NET were generated, differentiated into MTs, and subjected to gene expression analysis (Figure 3D).

Largely distinct sets of genes changed expression in KD lines for NET39, Tmem38a, and WFS1 (Figure 3E). Tmem214 KD (data not shown) exhibited considerable overlap with the other NETs, suggesting it affected gene repositioning through an indirect mechanism and therefore it was not considered further. Each NET affected expression of 15%–20% of all genes that changed expression in wild-type myogenesis (Figure 4A). When considered together, NET39, WFS1, and Tmem38a affected 37% of all genes that normally change in myogenesis. Conversely, ~70% of genes altered by any individual NET changed expression during wild-type myogenesis (Figure 4B). Hence, NET depletion disproportionately affects the expression of distinct subsets of myogenic genes. Moreover, the changes induced by NET depletion were distinct from those previously reported in a MT-only KD of the transmembrane nucleoporin gp210 that had a profound effect on myogenesis (Figure S5) (D'Angelo et al., 2012). Postulating that gene expression defects resulted from a loss of NET-dependent repositioning in KD MTs, myogenic changes in gene expression and log2(Lamin B1/Dam) signal intensities were contrasted for genes within IP and PI regions (Figure 4C). This revealed a striking correlation in the directionality of changes in gene position and expression. Considering all genes changing significantly in both data sets, ~70% had changes in the expected direction, i.e., IP correlating with repression and PI with activation ( $\chi^2$   $p = 1.6 \times 10^{-22}$ ). Notably, the expression changes tended to be comparatively weak for the ~30% of genes with repositioning in the unexpected opposite direction (KS test  $p = 2 \times 10^{-4}$ ).

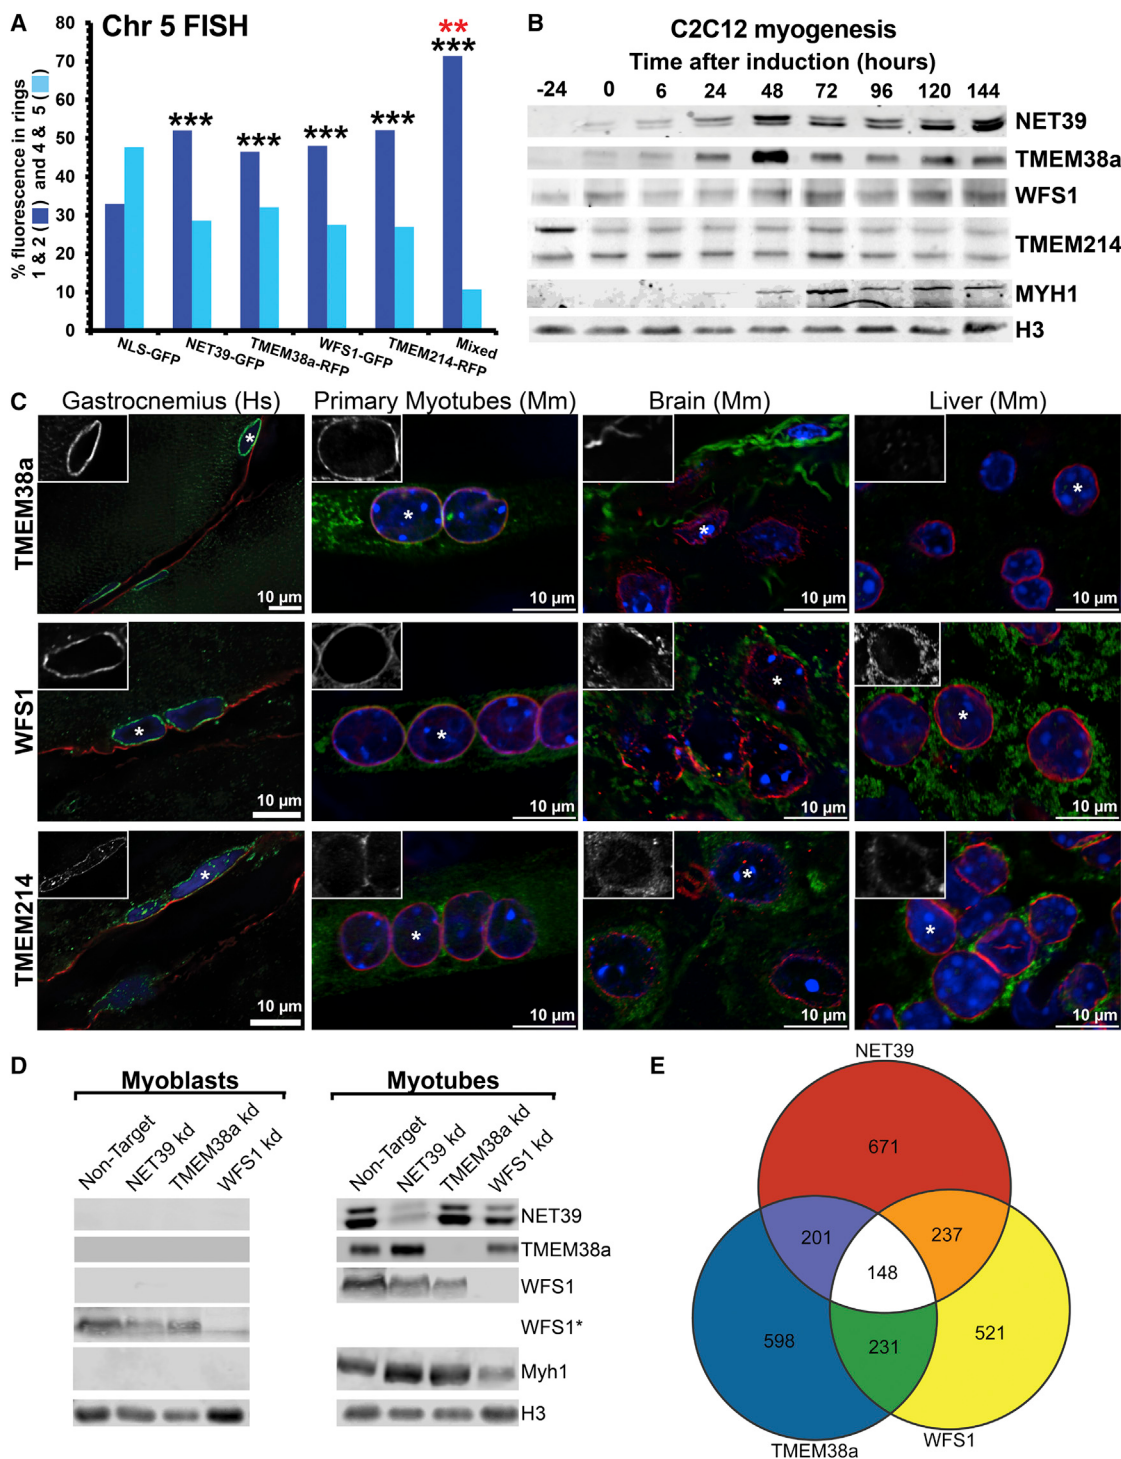

**Figure 3. Muscle-Specific NETs Function Together to Reposition a Chromosome and Genes Affected by their KD**

(A) Quantification of the position of human chromosome 5 in at least 50 HT1080 fibroblast nuclei expressing a single or multiple (Mixed) NETs. \*\*\* $p < 0.001$  comparing the position of chromosome 5 in the GFP-NET expressing cells to the NLS-GFP (black), and \*\* $p < 0.01$  comparing mixed to individual NET expressing cells using KS tests (red).

(B) Western blot time course of C2C12 differentiation for indicated antibodies.

(C) Immunofluorescence staining of NETs (green), lamin A or B1 (red), and DNA (blue) in indicated tissue cryosections and fixed MTs generated in vitro from mouse EDL muscle-derived satellite cells. To identify myofibers in the gastrocnemius muscle section, dystrophin (red) was stained in lieu of lamins A and B1. The insert boxes show channels for NET staining individually for indicated nuclei (\*).

(legend continued on next page)

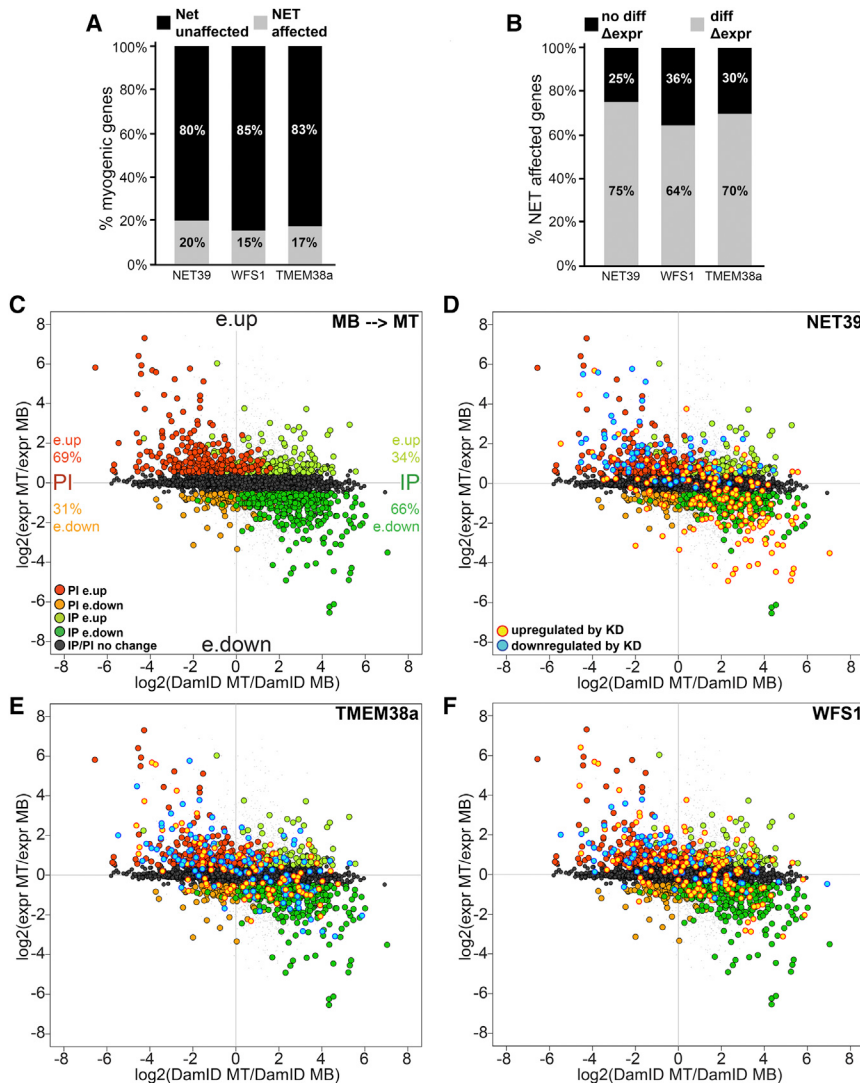

**Figure 4. Global Correlations between Gene Positioning and Expression Directed by Muscle-Specific NETs**

(A) Fraction of total genes normally changing during myogenesis that are altered by NET depletion. (B) Fraction of total genes altered by NET depletion that normally change during myogenesis.

(C)  $\log_2(\text{expr MT}/\text{expr MB})$  myogenic gene expression changes inversely correlate with average  $\log_2(\text{DamID MT}/\text{DamID MB})$  myogenic lamin B1 DamID signal intensities changes. Of IP genes with altered gene expression, 66% are repressed (e.down) and 34% are activated (e.up), while for PI genes, only 31% are repressed and 69% are activated.

(D–F) Identical plots as (A) with genes highlighted if upregulated (yellow) or downregulated (blue) in indicated NET-depleted MTs relative to control MTs. The NET affected genes tend to anti-correlate, i.e., loss of the NET reduces a normal repression that occurs in myogenesis or reduces a normal increase in expression. All gene expression values are mean average changes of microarray triplicate samples.

See also Figure 5.

The genes that were altered in expression by NET KD were next overlaid onto these plots (Figures 4D–4F). 88% of gene expression effects induced by NET39 depletion were in a direction that countered normal myogenic changes. Genes normally repressed in MTs were upregulated with NET39 KD (yellow), while those normally induced were downregulated with NET39 KD (blue) (Figure 4D). Similar behavior was observed in ~60% of myogenic IP and PI genes affected by WFS1 and Tmem38a KDs (Figures 4E and 4F).

#### Muscle NETs Direct Myogenic Gene Repositioning and Repression

Eight candidate genes from the intersect of the NET KD microarray and lamin B1 DamID data sets were chosen for further direct

testing of NET-dependent peripheral gene repositioning by FISH. The *Nid1* gene is normally repressed early during myogenic differentiation, and the DamID data associated it with an IP region (Figure 5A). According to the microarray data, this repression of *Nid1* in MTs was strongly reduced in NET39 KD MTs (Figure 5C). FISH confirmed that *Nid1* is internal in MBs, peripheral in MTs, and fails to reposition to the periphery in NET39 KD MTs (Figure 5B). According to the microarray data, in the NET39 KD only ~60% of the normal *Nid1* repression was achieved. This difference was significant (false discovery rate < 0.001), whereas *Nid1* repression was unaffected in WFS1 and Tmem38a KDs (Figure 5C). Critically, when NET39 was exogenously expressed in MBs, *Nid1* moved to the periphery (Figure 5B), clearly showing that NET39 is sufficient to direct *Nid1* repositioning even in the absence of myogenesis. However, this ectopically induced repositioning in MBs in the absence of differentiation was not associated with gene expression changes (Figure S6B), indicating that gene repositioning requires other aspects of the cellular milieu such as transcriptional repressors induced during differentiation for its effects on gene regulation.

The *Cxcl1* locus paralleled *Nid1*, except that it was specifically regulated by WFS1 (Figures 5D–5F). FISH for *Cxcl1* similarly confirmed the DamID results and determined that the gene

(D) Western blot of pre- and post-differentiated control and NET-KD cell lines for indicated proteins.

(E) Venn diagram of total gene expression changes exceeding  $\log_2 0.5$  in absolute value between NET-KD MTs relative to empty-vector treated control MTs detected by microarray analysis performed in triplicate.

See also Figure S4.

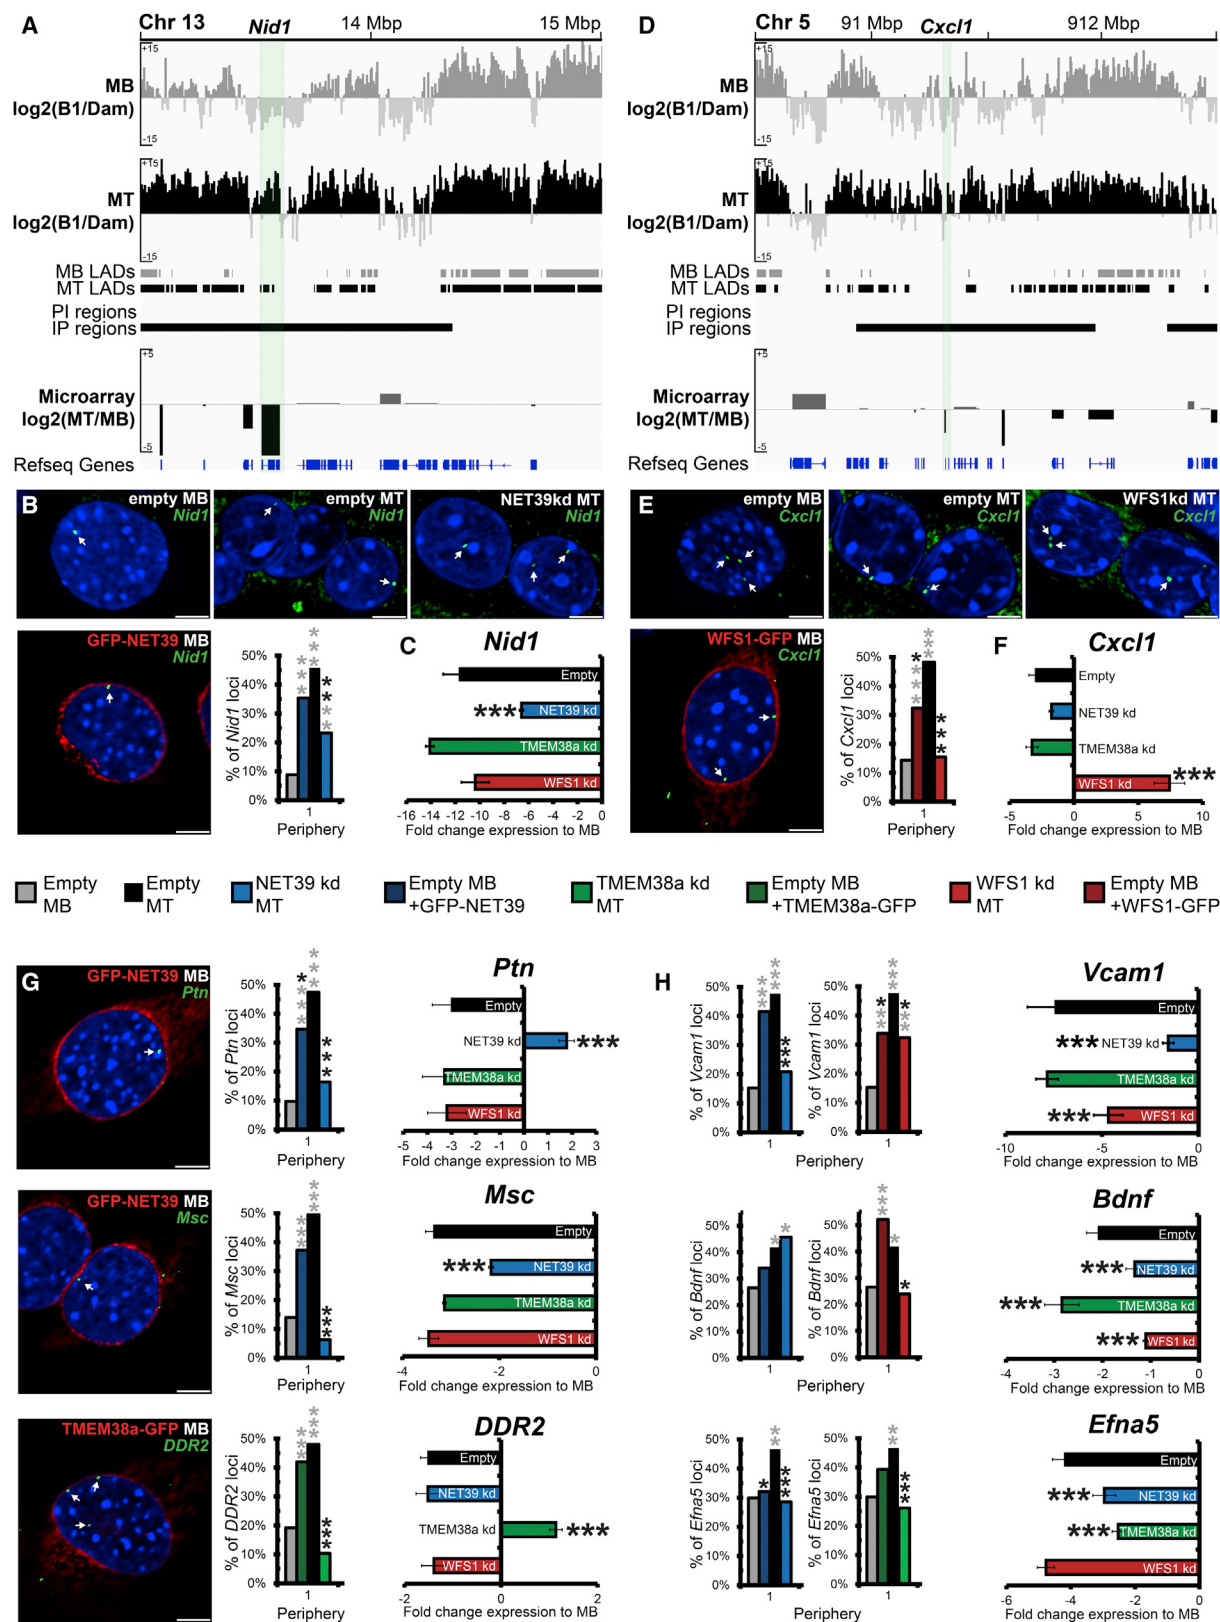

(legend on next page)

repositioning depends specifically upon WFS1. Interestingly, WFS1 KD not only abolished MT-associated downregulation of *Cxcl1*, but also led to strong upregulation compared to MBs. Similar effects were observed for the *Ptn*, *Msc*, and *DDR2* loci that were dependent upon NET39 or Tmem38a for myogenesis-associated repositioning and repression (Figure 5G).

For *Vcam1*, *Bdnf*, and *EfnA5*, more than one NET affected their expression (Figure 5H). Repression of *Vcam1* reached only ~60% of normal levels with WFS1 KD and ~30% with NET39 KD. The degree of diminished repression strongly correlated with the extent of loss of peripheral association in MTs, with WFS1 KD only partially impairing and NET39 KD effectively abolishing *Vcam1* repositioning. Both NET39 and WFS1 overexpression in MBs increased *Vcam1* peripheral positioning. A similar correlation for effect strength was observed for *Bdnf* and *EfnA5*, except that NET39 had a stronger effect on expression than positioning of *Bdnf* and KDs were much stronger than overexpression in repositioning of *EfnA5*. Statistics for the significance of these changes can be found in Figure S6A. Interestingly, *Cxcl1* and *Vcam1* do not target to the nuclear periphery in liver where, although expressed, WFS1 is exclusively ER localized (data not shown). Thus, every gene tested depended on the NET for myogenic repositioning and this correlated with changes in gene expression during myogenesis. Moreover, seven of eight genes tested could be redirected to the periphery in MBs just by overexpressing the NET in the absence of differentiation. In all cases, as for *Nid1*, inappropriate locus repositioning in MBs induced by NET overexpression did not alter gene expression (Figures S6B and S6C).

### NET39 Redirection of Locus Positioning

As the *Ptn* locus was specifically repositioned to the periphery during myogenesis by NET39, we next investigated the functional requirements for peripheral targeting. First, we tested if its N-terminal nucleoplasmic domain was sufficient to reposition the locus when expressed as a GFP-fused soluble fragment without the membrane anchor. Although this fragment alone was insufficient for repositioning, fusing it to a surrogate transmembrane domain from chicken hepatic lectin (CHL) could reposition the locus (Figure 6A). Interestingly, the GFP-fused NET39 soluble fragment could dominant-negatively compete the relocalization function of full-length NET39 tagged with the V5 epitope (Figure 6A). Similar results were also obtained with chromosome 8 repositioning as the readout (Figures S7A and S7B). This demonstrates that NET39-mediated repositioning is not due to its reported interaction with mTOR that was mapped within the soluble fragment (Liu et al., 2009). That only the NE-tethered

NET39/NET39 fragment could reposition the locus strongly argues that NET39 functions as a direct tether for *Ptn* and other genomic loci.

To further test NET39 as a direct tether, the soluble fragment was redirected to a new nuclear location and cells analyzed for *Ptn* position. When the NET39 soluble nucleoplasmic fragment was fused to nucleolin, this fusion protein accumulated at the nucleolus and so did the *Ptn* locus (Figure 6B). In contrast, overexpression of nucleolin fused to GFP had no effect on *Ptn* localization. The number and area occupied by GFP-labeled nucleolar foci was unchanged between GFP-Nucleolin and NLS-39sol-GFP-Nucleolin, indicating increased *Ptn* association was not generally due to creation of larger or more numerous nucleoli (Figures S7C and S7D). Taken together, these data strongly indicate that NET39 functions as a tether that directly binds and recruits genomic loci to the nuclear periphery, where in context of differentiation they are subject to repression.

### Gene Repositioning Muscle NETs Are Critical for Myogenesis

Corroborating the key role of these gene-repositioning NETs in controlling myogenic gene expression, defects in MT formation were observed when NET39, Tmem38a, and WFS1 were knocked down individually and in combination prior to differentiation. MTs formed for all individual KDs, though they tended to be aberrantly thick and less ordered in the Tmem38a KD. For both NET39 and TMEM38a KD, a reduced myogenic index was observed as determined by the fraction of all nuclei within Myh1 stained MTs (Figure 7A). In contrast, MT formation was almost completely abolished in the triple KD, with the few remaining MTs being extremely thick, aberrantly shaped, and disordered. Phase contrast live cell imaging also revealed the presence of large vacuoles in Tmem38a- and WFS1-depleted MTs (Figure S7). Moreover, the kinetics of MT formation were reduced upon NET39 and TMEM38a KD and severely diminished in the triple KD (Movie S1). Hence, the loss of these three NETs, both individually and collectively, has profound consequences for myogenesis and the physical characteristics of any MTs formed.

### DISCUSSION

The combination of DamID, transcriptomics, and FISH used here has clearly shown the existence of a mechanism for repositioning specific developmental genes by tissue-specific NETs. This mechanism is distinct from the previously described gene positioning due to recruitment of silenced chromatin to the periphery (Peric-Hupkes et al., 2010; Solovei et al., 2013).

### Figure 5. FISH and Microarray Analysis in NET KDs Confirms NET-Directed Repositioning and Expression Regulation

(A and D) Genome browser views of myogenic DamID and gene expression changes of the *Nid1* (A) and *Cxcl1* loci (D). (B and E) FISH analysis of *Nid1* (B) and *Cxcl1* (E) loci position in control MBs and MTs, NET-depleted MTs, and NET-overexpressing MBs. (C and F) Histogram of *Nid1* (C) and *Cxcl1* (F) gene expression changes relative to MBs in control and NET-depleted MTs. (G and H) Similar microarray and FISH analysis of genes affected uniquely by depletion of a NET (*Ptn*, *Msc*, and *DDR2*) (G) and by depletion of multiple NETs (*Vcam1*, *Bdnf*, and *EfnA5*) (H). For microarray data, error bars represent SD over three biological repeats, while statistics represent false discovery rates (FDR) between sample and an empty vector-treated control. For FISH, loci position was determined in 50–100 nuclei for each sample. For quantification statistics, the position of loci in the indicated sample was compared to the empty-vector MBs (gray asterisks) or MTs (black asterisks) using  $\chi^2$  tests. \* $p < 0.05$ , \*\* $p < 0.01$ , and \*\*\* $p < 0.001$ .

All FISH statistics are in Figure S6. The scale bars represent 5  $\mu$ m.

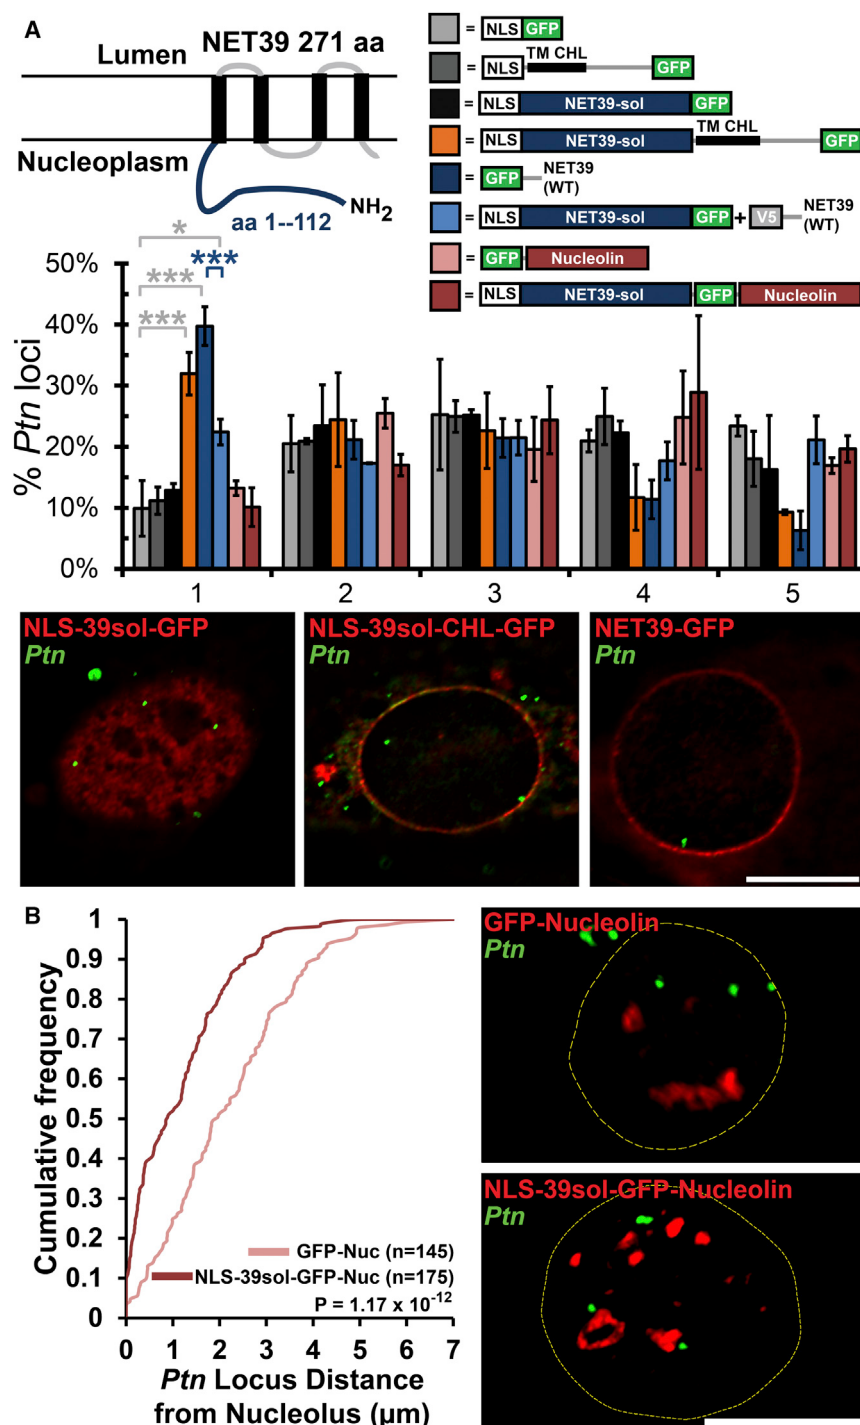

**Figure 6. Direct Tethering Function of NET39**

(A) Schematic diagrams of NET39 and fusion constructs with FISH analysis and representative images of *Ptn* loci positioning in indicated samples. The error bars represent SD of the mean over two biological repeats. \*\*\* $p < 0.001$  and \* $p < 0.05$  comparing samples to NLS-GFP expressing MBs by  $\chi^2$  tests.

(B) Representative images and cumulative frequency distribution of *Ptn* loci distance from the edge of nucleoli in indicated samples expressing either the NET39 soluble fragment fused to nucleolin or nucleolin-GFP over two summed biological repeats. For all images, *Ptn* is labeled green and GFP is labeled red.

The scale bars represent 5  $\mu\text{m}$ . See also Figure S7.

for myogenesis to progress (Lu et al., 1999). Nidogen 1, encoded by *Nid1*, is secreted into the extracellular matrix of early developing MTs. While important at this early time window, *Nid1* becomes repressed early in myogenesis and expressing Nidogen 1 after this point inhibits further differentiation (Neu et al., 2006). Vcam1, encoded by *Vcam1*, and its counter receptor Vla4 mediate interactions for satellite cell migration and MB-MT fusion, but Vla4 remains on myofibers, while Vcam1 disappears (Jesse et al., 1998; Rosen et al., 1992), suggesting it also must be tightly temporally regulated. Similarly, the *Ptn*, *Hgf*, *Efn5*, and *Bdnf* genes are all downregulated later in myogenesis, but are needed early for respective formation of neuromuscular junctions (Caruelle et al., 2004; Peng et al., 1995), migration of precursors (Dietrich et al., 1999), alignment of fusing MBs (Stark et al., 2011), and precursor functions (Mousavi and Jasmin, 2006). Likewise, the many cell-cycle genes thus regulated are needed in MBs to generate a sufficient number of cells to fuse into MTs, but must be tightly repressed once myofibers have formed. Additionally *Efn5*, *Cxcl1*, and *Ptn* are all induced upon muscle damage (Caruelle et al., 2004; De Paepe et al., 2012; Stark et al., 2011), suggesting that the peripheral tethering of genes at the

NE places them under an additional regulatory control that can respond to muscle damage in order to reverse repression.

### Categories of Gene Regulation in Myogenesis

Use of the robust C2C12 differentiation system enabled our identification of IP and PI regions regulated by muscle-specific NETs. However, this only accounts for a subset of myogenic

### NET Targets Are Genes Requiring Fine-Tuned Regulation

We argue that this new type of gene positioning is focused on genes that need to be tightly regulated, often at critical times during differentiation and in a tissue-specific manner. Among those shown here, Musculin, encoded by *Msc*, occludes myoD binding sites to inhibit myogenesis and so must be very tightly repressed

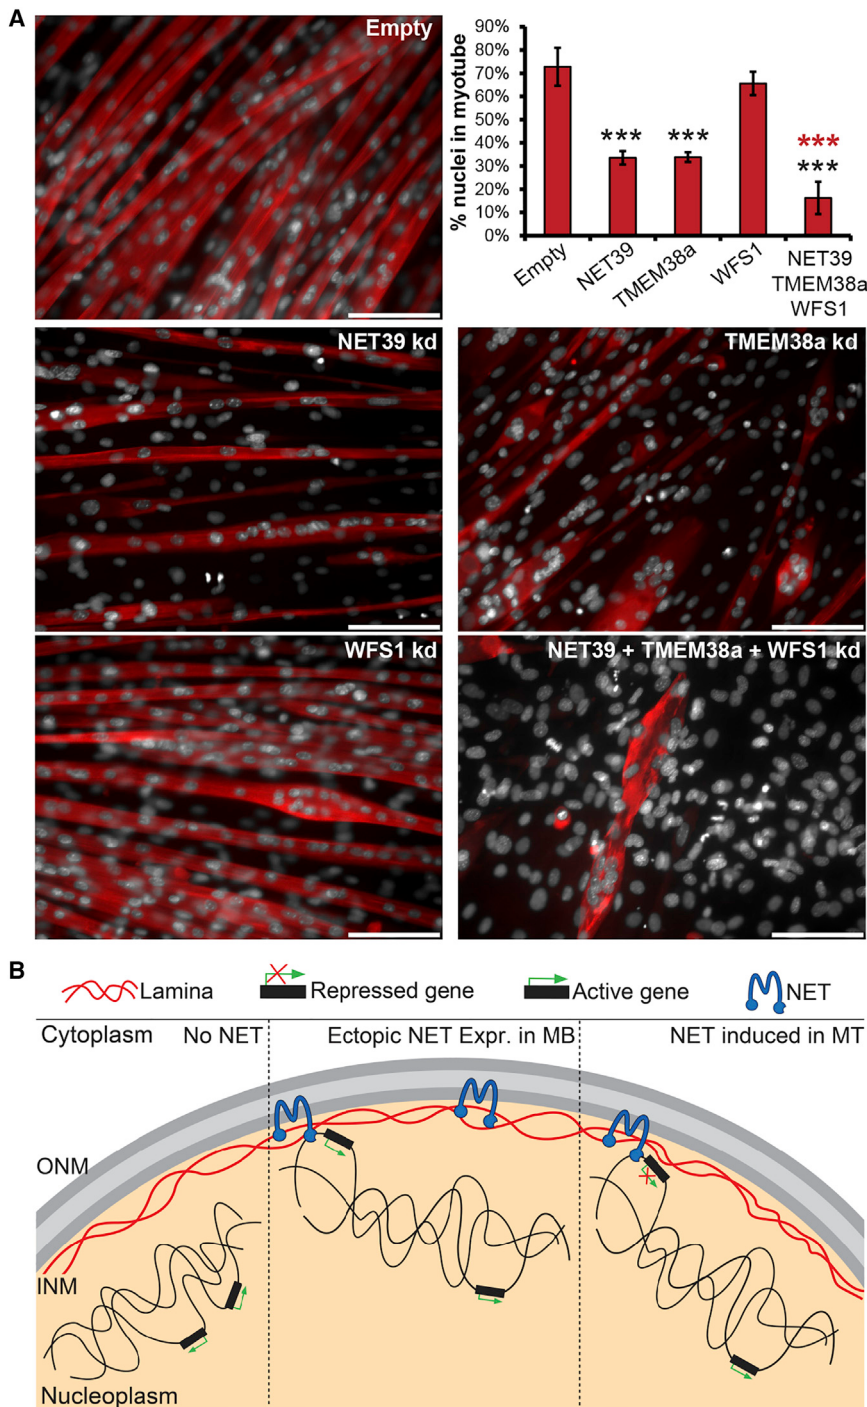

**Figure 7. Gene Repositioning Muscle NETs Are Critical for Myogenic Differentiation**

(A) Representative images and quantification of the fraction of nuclei in MTs (marked by Myh1, red) in indicated samples. \*\*\* $p < 0.001$  comparing the fraction of total nuclei present within MTs relative to empty vector-treated MTs by a  $\chi^2$  test. The error bars represent the SD between 5–10 fields across three biological repeats. The scale bar represents 100  $\mu\text{m}$ .

(B) In MBs with low levels of muscle NETs, target genes are active in the transcriptionally permissive interior. Ectopic expression of these NETs in MBs results in peripheral gene targeting without repression. However, during differentiation, normal induction of the NET repositions the locus to the periphery concomitant with an increase in repression. Loss of the gene-repositioning NET results in both failure to reposition the locus and reduced repression (Inner [INM] and outer [ONM] nuclear membranes). See also Figure S7 and Movie S1.

these NETs have been reported, the loss of which could contribute to gene expression changes. However, a reported function of WFS1 in ER stress responses is unlikely to be relevant as WFS1 was only in the NE in muscle (Fonseca et al., 2005). A calcium transport function reported for Tmem38a in the sarcoplasmic reticulum is similarly likely distinct from its NE role (Yazawa et al., 2007). Some NET39 gene regulation effects could be attributed to signaling changes from its reported function inhibiting mTOR activity (Liu et al., 2009). However, its ability to re-target *Ptn* to nucleoli strongly supports a more direct physical tethering function.

Loss or gain of peripheral chromatin associations will also inevitably influence internal genome organization. For example NET-tethering of a locus normally in an internal topologically associating domain (TAD) (Bickmore and van Steensel, 2013) would either move the TAD to the periphery or disrupt it. Alternatively, peripheral tethering could alter the genes available for long range inter-TAD interactions or transcription factories, thereby altering the expression of associated genes

gene expression changes. The remaining IP and PI genes that repositioned and changed expression may be regulated by as yet unidentified muscle NETs or previously described heterochromatin and chromatin folding-dependent NE associations (Solovei et al., 2013). Genes that changed expression without repositioning are likely purely dependent upon transcription factor cascades or secondary/propagating effects (e.g., a repositioned gene encodes a transcriptional regulator). Separate functions for

(Pombo and Dillon, 2015). This may explain how a NET involved in peripheral tethering also promotes altered expression of internally localized genes. Finally, IP and PI genes that repositioned without changing expression perhaps lacked transcriptional regulators in the muscle cells and may have moved as a consequence of the directed restructuring of adjacent genes rather than for their own regulation. This suggests that the effects described here are a central part of a much larger picture where

transcriptional regulators bound to chromatin also play an important role and NET-directed positioning serves as an additional layer of regulation to further fine tune gene expression.

### Segregating Gene Positioning Effects from Other Aspects of Differentiation

The potential role of transcriptional regulators in the tethering nexus is prescient with regard to the central question of the actual contribution of peripheral positioning to gene regulation. The ability to disrupt the peripheral positioning of specific loci while other aspects of differentiation proceeded enabled distinguishing the contribution of positioning from other myogenic transcriptional regulatory cascades. Myogenesis proceeded with the KD of any individual NET and the genes were still partly repressed even when displaced from the periphery, indicating transcriptional repressors were present. Thus, this study has for the first time been able to distinguish for an endogenous locus, without artificial interventions, the relative contribution of peripheral positioning to gene repression, which generally seems to contribute between 1/3 and 2/3 of the total repression observed in normal myogenesis.

In contrast, no changes in expression were observed when NETs were exogenously expressed in MBs, indicating that repositioning to the NE is not intrinsically associated with repression. Rather, the combination of nuclear repositioning with other aspects of the cellular differentiation milieu allows optimal repression to be achieved once silencing is induced. We posit that tissue-specific NET-directed gene repositioning adds an extra layer of regulation to critical myogenic genes in order to better control their appropriate expression and repression at different myogenic stages (Figure 7B). The cumulative effect of these changes can yield repositioning of whole chromosomes. Determining NET binding partners on chromatin and the relative affinity of these and other NE-chromatin interactions will be important in the future. These NETs might also be important for NE-linked diseases. Lamins and several widely expressed NETs have been linked to Emery-Dreifuss and limb-girdle muscular dystrophies, but it is unclear how the tissue-specific muscle pathology is achieved. However, many myogenic genes are altered in these diseases (Bakay et al., 2006; Sáenz et al., 2008), suggesting the possibility that disrupted interactions with these muscle-specific NETs could underlie disease pathology. For now it is clear that these NETs direct tissue-specific patterns of gene positioning in myogenesis and contribute to the extent of gene repression from this peripheral tethering. Moreover, that 37% of all genes normally changing in myogenesis were affected by KD of three muscle-specific gene-positioning NETs, unequivocally establishes the importance of this type of regulation by tissue-specific NETs for muscle differentiation.

## EXPERIMENTAL PROCEDURES

### Cells and Transduction

C2C12 MBs were cultured under ATCC-recommended conditions and induced to differentiate at 48 hr post-confluency by addition of DMEM with 2% horse serum. Differentiation media was replaced every 48 hr up to 144 hr post-induction. To inhibit contraction, 1  $\mu$ M tetrodotoxin was added at 96 hr post-induction. VSV-G pseudotyped lentivirus' encoding DamID, GFP, or pLKO constructs are described in Supplemental Information. 10  $\mu$ g/ml protoamine

sulfate was added during transduction to enhance efficiency. 1.5  $\mu$ g/ml puromycin was used for selection of pLKO-encoding lentivirus transduced cells.

### FISH

C2C12 MBs and MTs were cultured on coverslips and fixed in 4% paraformaldehyde (PFA), 1 $\times$  PBS. FISH was performed as described in Zuleger et al. (2013). Briefly, cells were permeabilized, treated with RNase A, and dehydrated with an ethanol series. DNA was denatured and captured in this state by a second ice-cold ethanol dehydration series. Coverslips were then annealed overnight to labeled BAC or whole chromosome probes. After washing, probes were visualized with Alexa Fluor-conjugated Streptavidin/anti-digoxigenin antibodies and total DNA visualized with DAPI. To identify overexpressing cells, they were stained with GFP antibodies before FISH. Coverslips were mounted in Vectashield (Vector Labs), images of nuclear midplanes acquired, and chromosome and gene positions determined using a macro run in Image-Pro Plus. This measures nuclear area from DAPI images, divides the area into five shells of equal area through eroding 20% of total area in steps from the DAPI-defined nucleus, determines the shell containing the gene spot or the chromosome intensity per shell, and sums this for each cell.

### Microarrays

Extracted total RNA from control MBs, MTs, and NET-depleted MTs was converted to biotin labeled-cRNA using the Illumina TotalPre RNA Amplification Kit (Ambion, AMIL1791). For each analysis, three biological replicates were hybridized to MouseWD6 BeadChip Illumina whole genome expression arrays. Microarray data were quantile normalized, analyzed, and differentially expressed transcripts selected with a log2 ratio above 0.5 in absolute value using moderated F-statistics adjusted for a false discovery rate of 5%.

### DamID

How the deposited data were processed for this re-analysis (not part of the article)

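DamID was analysed in C2C12 MBs and MTs, with 1 lamin B1-Dam and 1 Dam library per state, 4 libraries in all. The authors mapped the reads to mm9 with bwa-mem, called islands of lamin B1-Dam reads against the Dam library of the same state with SICER, and deposited 1 island list per state with the count of lamin B1-Dam reads on each island. These counts are not normalized for library size and were used only to describe and filter islands within a list. For the IP and PI regions the authors counted reads per DpnI fragment as a proportion of the total, took the log2 ratio of lamin B1-Dam to Dam, quantile normalized these ratios, compared MTs with MBs in a moving window and tested windows with a large difference against shuffled data. They deposited the positions of the resulting regions; the log2 ratios were not used here. The deposited region lists give no score, and a constant column was left aside. Before deposition the authors removed mitochondrial reads, which the supplement gives as most of the MT reads, so the depth left for the nuclear genome differs from the number of reads sequenced.

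The lists were read as 0-based intervals. The ends of SICER islands, which name the last base of a 500 bp window, were closed accordingly. All region borders fell inside a GATC of the reference sequence, to within 1 bp. Chromosome lengths, GC content and GATC sites were taken from NCBIM37, the assembly that mm9 denotes, and protein-coding genes from GENCODE vM1. Coverage is the length covered by islands as a percent of the length of the 21 chromosomes, N bases included. Shared LAD length was counted per base. LAD-rich domains were runs of 100 kb bins with at least 50% MB island coverage. In the circular shifts, each chromosome's intervals were moved together by 1 random offset within the sequenced span, 1000 times with a fixed seed, and a result was taken as past the threshold when under 0.05 of the shifts were as extreme. With 1 library of each kind per state, no library could be left out. No p-value is given for MBs against MTs or across regions, and no confidence interval over replicates was computed. The 1 interval given, for bins at a distance of 200 kb from the highest changes, comes from resampling the autosomes. It does not describe the spread between libraries. The precision of the island lists is set by their reads, which numbered fewer on MT islands.

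The genes reported one by one are every gene the paper names for the DamID maps, 15 in all, with the region over each; the regions reported one by one are also the 3 longest of each kind, and the chromosomes are those examined by FISH and the 2 with the highest and 2 with the lowest IP share. This rule and the main settings were fixed before the data were examined. The alternatives fixed at the same time were a minimum island size of 2 kb, joining across gaps of 2 kb, the upper part of islands by reads per base, autosomes only, other ways to count shared length, regions of at least 100 kb, joined regions, medians, equal weights per region, and other bins, thresholds and distances for the domains. A wider scan of joining gaps was made after the values had been seen.

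The overlap, change and distance functions were tested on simulated intervals. A planted shared part of 60.0% was recovered as 60.0%, and a planted change of -5.73 points as -5.72 points. In 40 simulated runs without a planted change, 7.50% had under 0.05 of shifts as extreme. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3 were used. The FISH, microarray, RNA-seq and ChIP-seq measurements of the paper were not analysed here.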

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

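The island lists held 16 islands on chromosome Y in MBs and 9 in MTs, and the PI list held 1 region there, from 594844 to 2013371. The paper does not discuss this chromosome. The islands covered 13.5 kb in MBs with 1500 lamin B1-Dam reads, and 6.00 kb in MTs with 386 reads. The test was set after the islands had been seen and before its value was known. Of all stretches of 31 bases in these islands, 84.9% also occur on other chromosomes of the assembly, against 26.3% in the rest of the sequenced chromosome Y. Reads from near-identical sequence elsewhere in the genome are therefore a candidate explanation for the islands. The stretches say where reads could have come from and not where they did, and the number of reads per kb, 111 in MBs and 64.3 in MTs, compares with 114 and 51.7 for the lists as a whole. The PI region was called from log2 ratios that were not analysed here, so its source was not tested separately. No biological explanation was tested, since the design holds no contrast in sex.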

How the results depend on the processing

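No paired analysis was possible because each state has 1 library of each kind. The alternatives are those fixed before the data were examined, except where stated. For the shared LAD length (of MB length, of MT length and of the union) and for the coverage change in IP and in PI regions, each alternative kept the direction and stayed beyond the circular shifts. The shared part of the MB length ran from 29.3% to 51.3% under the alternatives fixed beforehand. The change in IP regions ran from 1.05 to 7.14 percentage points, the latter after the change over the whole genome was subtracted, and that in PI regions from -17.1 to -9.19 points.

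Coverage had no test and moved with each setting, the cause being the construction of the setting. It was 9.48% in MBs and 5.63% in MTs with islands of at least 2 kb, 17.1% and 14.0% with gaps of up to 2 kb joined, 7.63% and 5.41% with the upper part of islands by reads per base, and 14.5% and 11.3% on autosomes only. Chosen after seeing the data, joining across gaps of up to 10 kb gave 30.6% in both MBs and MTs, and 30.1% in both with intervals of at least 2 kb kept. Coverage was lower in MTs than in MBs under each alternative fixed beforehand, and after joining across 10 kb the difference was smaller than the rounding. The scanned gaps from 12 to 30 kb, also chosen after seeing the data, reversed the direction with and without a minimum size. At 10 kb it was reversed with a minimum of 3 kb, at 29.91% in MBs and 29.97% in MTs. With no minimum size, coverage was 33.1% in MBs and 33.7% in MTs at 12 kb, and 46.4% and 48.1% at 30 kb. At 50 kb it was again lower in MTs, at 54.1% in MBs and 53.9% in MTs.

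The mean size of IP regions was 427 kb on autosomes only, 431 kb with regions of at least 100 kb and 445 kb with gaps of up to 100 kb joined, and the median was 285 kb. For PI regions these were 549 kb, 551 kb, 581 kb and 386 kb. On chromosome 8 the IP share was 36.1% by number of regions and 30.4% with regions of at least 100 kb.

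The distance of IP regions to LAD-rich domains depended most on the setting. The main median of 1879 kb was not past the threshold, with 61 of 1000 shifts as small. It passed with 50 kb bins (713 kb, 5 shifts), with 30% coverage (319 kb, 2 shifts) and with the distance from the nearer end of the region (1636 kb, 45 shifts). It reversed to a distance above the average of the shifts with 200 kb bins (5789 kb), with 70% coverage (17232 kb) and with islands of at least 2 kb (4911 kb); the cause was not tested, but these definitions left 314, 170 and 387 domains against 716. With islands joined across 10 kb, chosen after seeing the data, it was 162 kb with 0 shifts as small. PI regions lay nearer to domains than the shifts under all 6 alternatives fixed beforehand, from 209 to 12602 kb, and at 145 kb with islands joined across 10 kb, chosen after seeing the data. The shifts did not hold the higher MB island coverage of PI regions fixed under any of these settings. At 70% coverage, 17 chromosomes had a domain, and regions on the others were left out.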

Differences from the paper's values

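The paper's value for LAD coverage shared between MBs and MTs is 94%, and the deposited islands gave 45.2% of the MB length. With islands of at least 2 kb it was 31.9%, with gaps of 2 kb joined 48.0%, with the upper part of islands by reads per base 33.8%, on autosomes 45.0%, per island 51.3% and in 10 kb bins 29.3%; none of the alternatives set before the data were examined closed the gap. A scan made after seeing the values, and against the values of Figure 2A, covered 90 combinations of joining gap and minimum size. Counted per base, the shared part reached at most 84.8% of the MB length and 85.1% of the MT length in this scan. When an interval was instead counted as shared in full if any of its bases lay in the other list, joining across 10 kb with no minimum size gave 93.9% in MBs and 94.4% in MTs, joining across 9 kb gave 93.3% and 93.5%, and across 12 kb 94.7% and 95.6%. Gaps of 20 kb with a minimum size also gave values near the paper's in MBs, from 93.7% to 94.2%, with 95.6% to 96.5% in MTs. Gaps of 30 kb with a minimum size gave 94.99% to 95.3% in MBs and 97.6% to 98.0% in MTs, and gaps of 15 kb with a minimum size gave values near it in MTs, from 93.3% to 94.8%, with 92.1% to 92.8% in MBs. Shifted lists averaged 66.9% in MBs by this count at 10 kb.

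Figure 2A gives LAD coverage of about 29% in MBs and about 30% in MTs, read by eye, against 14.0% and 11.2% from the deposited islands; coverage also stayed apart under each alternative set before the data were examined. It gives about 23000 LADs in MBs and about 25000 in MTs, against 187177 and 191343 islands, with a mean size of about 33 kb and about 32 kb against 1.99 kb and 1.55 kb, and a median size of about 18 kb and about 20 kb against 1.50 kb in both. None of the alternatives set before the data were examined closed any of these gaps. In the scan chosen after seeing the values, joining across 10 kb and keeping intervals of at least 2 kb gave 30.1% coverage in both states, 24856 and 25558 intervals, means of 32.2 kb and 31.3 kb, and medians of 14.0 kb and 16.5 kb. At the same setting, 90.4% and 91.2% of the length was shared when any base counted. With a minimum of 4 kb at the same gap, the medians were 18.5 kb and 20.0 kb, with 20826 and 22593 intervals and means of 37.9 kb and 35.1 kb. With no minimum size there were 36628 and 37148 intervals with medians of 6.50 kb and 8.50 kb. Joining across 9 kb with a minimum of 4 kb came near the number, sizes and coverage of Figure 2A together, with 22384 and 24822 intervals, means of 33.6 kb and 29.9 kb, medians of 17 kb and 17.5 kb and coverage of 28.3% and 28.0%, while 88.3% and 87.8% of the length was shared when any base counted. The supplement describes the SICER output as many small peaks; its text does not name a joining step.

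The paper gives 2197 genes in IP regions and 2939 in PI regions, and 2459 and 3640 protein-coding GENCODE genes met a region by at least 1 base. By ways of counting chosen after seeing the values, 2256 and 3259 genes had their start in a region, and 2012 and 3027 lay in one as a whole.

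The browser view of *Hgf* in Figure 2C is labelled as chromosome 17. In the annotation the gene is on chromosome 5 from 16059368 to 16125257. The paper describes IP regions as often near the edges of LAD-rich MB regions. At the main setting their median distance of 1879 kb was matched by 61 of 1000 shifts, while the settings with 50 kb bins, with 30% coverage and with the distance from the nearer end had fewer than 0.05 of the shifts as small, and so did islands joined across 10 kb, which was chosen after seeing the values. It was matched by 782 shifts with 200 kb bins, by 998 with 70% coverage and by 563 with islands of at least 2 kb.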

Other observations

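The tests in this part were set after the patterns had been seen and before the values of the tests were known, and each was run on the data in which the pattern was seen.

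LAD length found in 1 state only summed to 204 Mb in MBs and 128 Mb in MTs. Of the MB-only length, 47.3% lay in PI regions, against an average of 21.4% for shifted regions, and 6.79% in IP regions. Of the MT-only length, 20.7% lay in IP regions, against an average of 12.1%, and 14.3% in PI regions. Islands and regions come from the same libraries, and the regions were called for a difference between the states. The excess over the shifts is therefore not independent evidence of a change. The remainder, 45.9% of the MB-only and 65.0% of the MT-only length, lay in neither kind of region, so most of the island length seen only in MTs is outside the IP regions.

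MT islands carried fewer reads than MB islands, and the lists shared under 50% of the MB length. A lower effective depth in MTs could shorten islands and lose weak ones. If it were the whole cause, MT islands long enough to be called in a shallow library should nearly all lie in MB islands, for which at least 90% of their length was set as the bound. Of the length of MT islands of at least 5 kb, 76.9% lay in MB islands. This is under the bound, but the bound was assumed and not measured. In a further test, 100 kb bins of the autosomes were taken at a distance of 200 kb from the 10% of bins with the highest change in LAD coverage from MBs to MTs. This distance is within the length of many IP regions, so the test asks whether a rise extends over a region and not what gave rise to it. The mean change of these 4168 bins was 5.39 points (4.69 to 6.22 in 95% of 1000 resamplings of the autosomes) and above 0 on each of the 19 autosomes, against -3.27 points over all autosomal bins. Bins of the highest 10% that themselves lay 200 kb from another such bin were not left out of this mean. Being chosen for a high change, they raise it, so the mean cannot show by itself that coverage rose beyond the chosen bins. Whether shallower lamin B1-Dam or Dam libraries shift the calls by domain was not measured, so how much of the difference may come from depth cannot be told apart from a change of the domains. The state, MB or MT, is confounded with the library and remains an open explanation.

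A GC-dependent difference between the libraries, or the density of the GATC sites that Dam methylates, could also produce regions with a higher or lower ratio. In 54.6% of all pairs of 1 IP and 1 PI region the PI region had the higher GC content, and in 66.3% it had the higher GATC density, where 50% means no separation. At least 90% or at most 10% had been set for a whole cause, a bound that was assumed and not measured, so these values alone do not decide. The median GC content was 40.5% in IP and 40.7% in PI regions, and the median density 2.450 and 2.551 GATC sites per kb. As a further test, the mean change in LAD coverage of 100 kb bins of like composition, in 20 groups, was subtracted. Before this step, and relative to the mean of all bins, the change was 7.02 points in IP and -10.8 points in PI regions. It was 7.10 and -9.99 points after subtraction by GC content, and 6.70 and -10.3 points by GATC density, with 0 of 1000 shifts as extreme in each case. This argues against a trend with either property over such bins as the whole cause of the coverage changes in these regions, while the density of sites may contribute to them. Whether either property affected the calling of the regions from log2 ratios, which were not analysed here, stays open. Differentiation remains open in these data and was not tested here, since there is 1 pair of libraries per state. The paper's FISH, a separate measurement not analysed here, reports *Ttn* leaving the periphery in MTs and the tested IP genes moving to it.

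The balance of IP and PI length differed between chromosomes. Chromosome 8, which moves to the periphery in MTs by the paper's FISH, ranked 11 of 20 in IP share and its LAD coverage went from 14.8% in MBs to 10.8% in MTs. Coverage fell on every autosome, and from 14.0% to 11.2% over the genome. The fall on chromosome 8 therefore does not speak for or against a movement of this chromosome. Across the 20 chromosomes, Spearman's rho of GC content and IP share was -0.37 (two-sided permutation test, p = 0.114, adjusted 0.184) and Pearson's r was -0.31 (permutation p = 0.184, adjusted 0.184), with adjustment over these 2 relations. Without chromosomes X and 11, the farthest from the median GC content, r was -0.36. Whether GC content has a part in the balance cannot be told apart from chance with 20 chromosomes. No biological explanation was tested.

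Coverage by the islands as deposited, with none joined, fell from MBs to MTs on every autosome and rose on chromosome X, from 8.51% to 9.78%. Chromosome X was singled out after its values had been seen.

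In Table S1, as far as held here, the column for the change in log2(lamin B1/Dam) is headed as MT minus MB. For gene bodies it equals the MT column minus the MB column in all 1150 genes with values. For the 100 kb windows it equals the MB column minus the MT column in all 1150 genes, so that the headings of these 2 columns and the sign of the change do not match as printed. No value of these columns was used here.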
